# WUSCHEL acts as an auxin response rheostat to maintain apical stem cells in *Arabidopsis*

**DOI:** 10.1038/s41467-019-13074-9

**Published:** 2019-11-08

**Authors:** Yanfei Ma, Andrej Miotk, Zoran Šutiković, Olga Ermakova, Christian Wenzl, Anna Medzihradszky, Christophe Gaillochet, Joachim Forner, Gözde Utan, Klaus Brackmann, Carlos S. Galván-Ampudia, Teva Vernoux, Thomas Greb, Jan U. Lohmann

**Keywords:** Cell fate, Plant stem cell, Shoot apical meristem, Auxin

## Abstract

To maintain the balance between long-term stem cell self-renewal and differentiation, dynamic signals need to be translated into spatially precise and temporally stable gene expression states. In the apical plant stem cell system, local accumulation of the small, highly mobile phytohormone auxin triggers differentiation while at the same time, pluripotent stem cells are maintained throughout the entire life-cycle. We find that stem cells are resistant to auxin mediated differentiation, but require low levels of signaling for their maintenance. We demonstrate that the WUSCHEL transcription factor confers this behavior by rheostatically controlling the auxin signaling and response pathway. Finally, we show that WUSCHEL acts via regulation of histone acetylation at target loci, including those with functions in the auxin pathway. Our results reveal an important mechanism that allows cells to differentially translate a potent and highly dynamic developmental signal into stable cell behavior with high spatial precision and temporal robustness.

## Abstract (web summary)

Spatial control of auxin signaling maintains a balance between stem-cell self-renewal and differentiation at the plant shoot apex. Here Ma et al. show that rheostatic control of auxin response by the WUSCHEL transcription factor maintains stem cells by conferring resistance to auxin mediated differentiation.

## Introduction

The shoot apical meristem (SAM) is a highly dynamic and continuously active stem cell system responsible for the generation of all above ground tissues of plants. The stem cells are located in the central zone and are maintained by a feedback loop consisting of the stem cell promoting WUSCHEL (WUS) homeodomain transcription factor and the restrictive CLAVATA (CLV) pathway^1,2^. WUS protein is produced by a group of niche cells, called organizing center, localized in the deeper tissue layers of the meristem^3^ and moves to stem cells via plasmodesmata^4,5^. WUS is required for maintaining stem cells and SAMs of *wus* mutants terminate due to stem cell exhaustion after producing a small number of organs^6^. Conversely, mutants in genes of the *CLV* pathway exhibit substantial stem cell over-proliferation, which is strictly dependent on *WUS* activity^1,2^. *CLV3* is the only component of this system that is specifically expressed in stem cells and hence serves as a faithful molecular marker. Stem cells are surrounded by transient amplifying cells, which are competent to undergo differentiation in response to auxin, a small, mobile signaling molecule with diverse and context specific roles in plant development and physiology (reviewed in ref. ^7^). Auxin sensing is dependent on nuclear receptors including *TRANSPORT INHIBITOR RESPONSE1 (TIR1)*, whose activation triggers the proteolytic degradation of AUX/IAA proteins, such as BODENLOS (BDL). AUX/IAA proteins repress auxin responses by inhibiting the function of activating AUXIN RESPONSE FACTOR (ARF) transcription factors via dimerization^8–10^. Intracellular accumulation of auxin is regulated by active polar transport and in the context of the SAM, the export carrier PINFORMED1 (PIN1) determines the sites of lateral organ initiation and thus differentiation^11,12^. In addition to promoting organ initiation, auxin influences stem cell proliferation by interacting with the signaling cascade of another classical phytohormone, cytokinin, and allows lateral organs to communicate with the center of the meristem^13–15^.

Here, we ask how long-term stem cell fate is robustly maintained within a tissue environment that is subject to such a highly dynamic signaling system geared towards differentiation. We find that stem cells are resistant to auxin mediated differentiation, but require low levels of signaling for their maintenance. Using genomic and genetic approaches, we show that the WUSCHEL transcription factor confers this behavior by rheostatically controlling the auxin signaling and response pathway. Finally, we demonstrate that WUSCHEL acts via regulation of histone acetylation at target loci, including those with functions in the auxin pathway.

## Results

### Role of auxin signaling for apical stem cell fate

To analyze auxin distribution and response with cellular resolution across the homeostatic apical stem cell system of *Arabidopsis*, we mapped auxin signaling behavior using the genetically encoded markers R2D2 and DR5v2 (ref. ^16^). R2D2 is based on a fusion of the auxin-dependent degradation domain II of an Aux/IAA protein to Venus fluorescent protein, and uses a mutated, non-degradable domain II linked to tdTomato as an internal control^16^. Hence, R2D2 signal is dictated by the levels of auxin, as well as the endogenous receptors and represents a proxy for the auxin signaling input for every cell. Following multispectral live-cell image acquisition in plants carrying R2D2, we used computational analysis of the yellow to red ratio to determine the cellular auxin input status. We found that auxin is present and sensed fairly uniformly across the SAM including the central stem cell domain, with local minima only detected at young primordia and developing organ boundaries (Fig. 1a, b and refs. ^17,18^). In contrast, DR5v2, a reporter for auxin signaling output based on a synthetic promoter containing repeats of ARF DNA binding motifs, was strongly activated non-uniformly in wedge shaped zones of differentiation competent cells, but only weakly expressed in the center of the SAM (Fig. 1d; ref. ^17^). To spatially correlate cellular auxin output status with stem cell identity, we combined the DR5v2 reporter with a *pCLV3:mCherry-NLS* marker in a single transgenic line. Computational analysis of the DR5v2 and *pCLV3* signals revealed that the auxin response minimum invariantly coincided with the center of the stem cell domain (Fig. 1c–f).

**Fig. 1:**
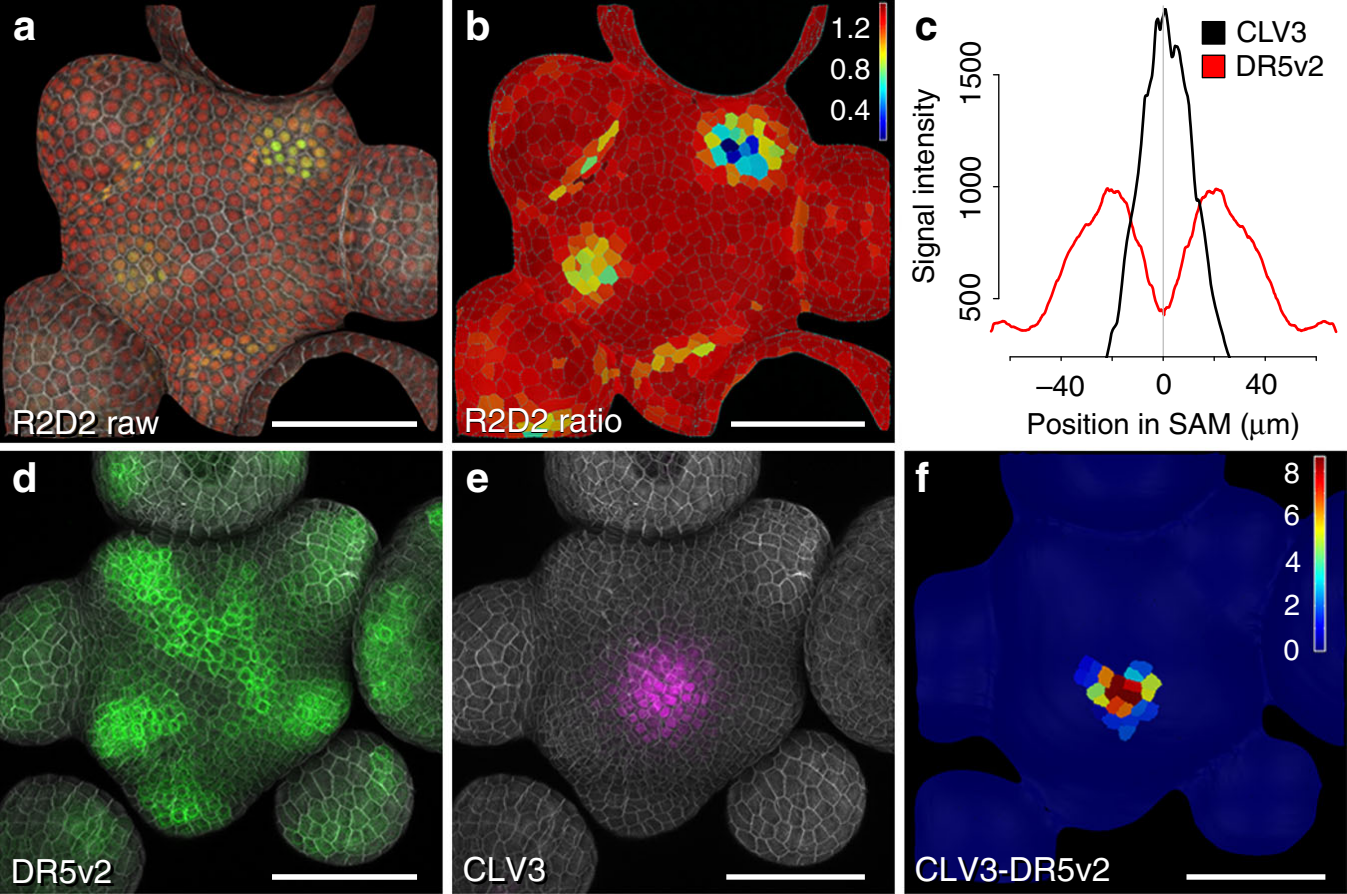
Auxin output minimum correlates with apical stem cells. **a** Confocal readout from R2D2 auxin input sensor. **b** Ratiometric representation of R2D2 activity in the epidermal cell layer (L1). **c** Quantification of averaged *pDR5v2:ER-eYFP-HDEL* and *pCLV3:mCherry-NLS* distribution (*n* = 5). **d** Confocal readout from *pDR5v2:ER-eYFP-HDEL* auxin output reporter. **e** *pCLV3:mCherry-NLS* stem cell marker in the same SAM. **f** Computational subtraction of L1 signals shown in **d** and **e**. Relative signal intensity is shown in arbitrary units. Scale bars: 50 µm

To test if the auxin output minimum is functionally connected to stem cell identity, we interfered with their maintenance. To this end, we experimentally induced symplastic isolation through callose deposition at plasmodesmata of stem cells^19^. This treatment leads to stem cell differentiation due to restriction of WUS cell-to-cell mobility within hours after onset of callose synthase expression^5,19^. Following DR5v2 signal over time, we observed activation of auxin signaling output in the central zone domain after 36 h of callose synthase (iCalSm) expression from the *CLV3* promoter. In addition, cell expansion, a hallmark of plant cell differentiation, became obvious after 72 h (Fig. 2a–d, Supplementary Fig. 1). All plants that exhibited stem cell loss following iCalSm activation showed this pattern, which also led to a significant increase in central DR5v2 signal intensity over time, in contrast to controls that did not respond (Fig. 2e, f; Supplementary Fig. 2).

**Fig. 2:**
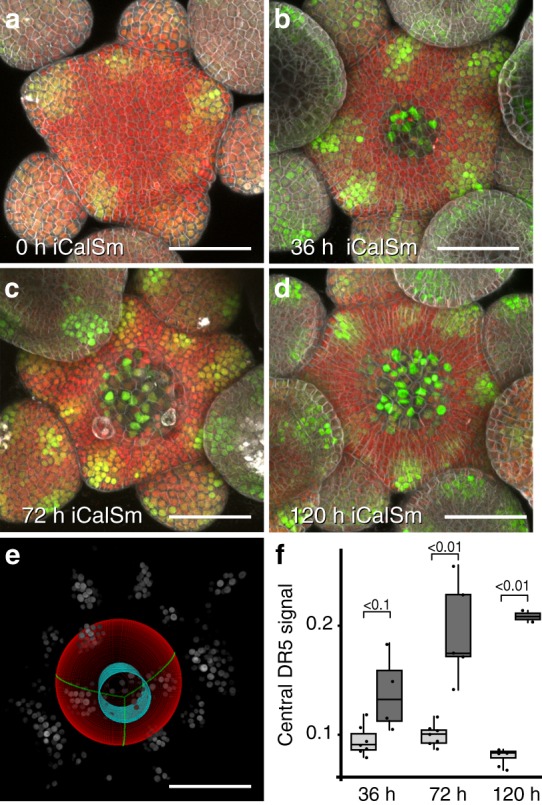
The central auxin signaling minimum is dependent on stem cell fate. **a**–**d** *pDR5v2:3xVENUS-NLS* activity after stem cell specific induction of iCalSm. Stem cell differentiation is marked by loss of *pRPS5a:NLS-tdTomato*. Independent channels and Z-projections are shown in Supplementary Fig. 1. **e** Computational sphere fitting and identification of the central zone for fluorescence signal quantification (see Supplementary Fig. 2). **f** Quantification of DR5v2 signal intensity in the central zone across the experimental cohort described in Supplementary Fig. 2. Light gray boxes represent uninduced controls, dark gray boxes represent plants induced with 1% ethanol. Individual analyzed SAMs are indicated as dots. Analysis of variance (ANOVA) showed significant variation between control and induced samples. Post hoc Turkey test *p* values are shown. Scale bars: 50 µm. See also Supplementary Fig. 2

Thus, stem cell fate and the auxin response minimum appeared to be functionally connected, leading us to hypothesize that manipulation of auxin signaling in the central zone should affect stem cell behavior. To test this directly, we designed a transgene to suppress auxin signaling output specifically in stem cells. Therefore, we fused the dominant auxin signaling output inhibitor *BDL-D* (IAA12)^20^ with the glucocorticoid receptor tag. The activity of the resulting fusion protein could be induced by dexamethasone (DEX) treatment, which allowed the translocation of BDL-D-GR from the cytoplasm to the nucleus, its native cellular compartment^21^. In line with our expectations, we found that inducing *pCLV3:BDL-D-GR* led to an expansion of the DR5v2 minimum in the center of the SAM reflecting the inhibitory activity of BDL-D on ARF transcription factors (Fig. 3a, b). Surprisingly, long term induction of BDL-D-GR or stem cell specific expression of *BDL-D* without the *GR* tag caused meristem termination (in 45 of 90 independent *pCLV3:BDL-D* T1 plants; Fig. 3c, d), demonstrating that stem cells require active auxin signaling for their maintenance. Since the forced expression of transcriptional regulators, such as BDL-D, may not only interfere with auxin signaling output, but may also cause a switch in cell fate independently of signaling, we tested in which temporal order auxin output and stem cell fate were affected by BDL-D. To this end we analyzed the effect of BDL-D induction on DR5v2 and *pCLV3:mCherry-NLS* activity by time resolved live cell imaging. Whereas DR5v2 signal was clearly reduced already 24 h post induction in some individuals, activity of the *CLV3* stem cell marker was enhanced up to 72 h and then started to fade (Fig. 3e–l). Meristem size was reduced starting around the 120 h timepoint and *CLV3* signal was lost in some SAMs that appeared to be terminating at 168 h. This experiment demonstrated that the loss of auxin signaling output clearly precedes an elevation of *CLV3* expression and allowed us to rule out that the expression of BDL-D forced stem cells into differentiation independently from its role in auxin signaling.

**Fig. 3:**
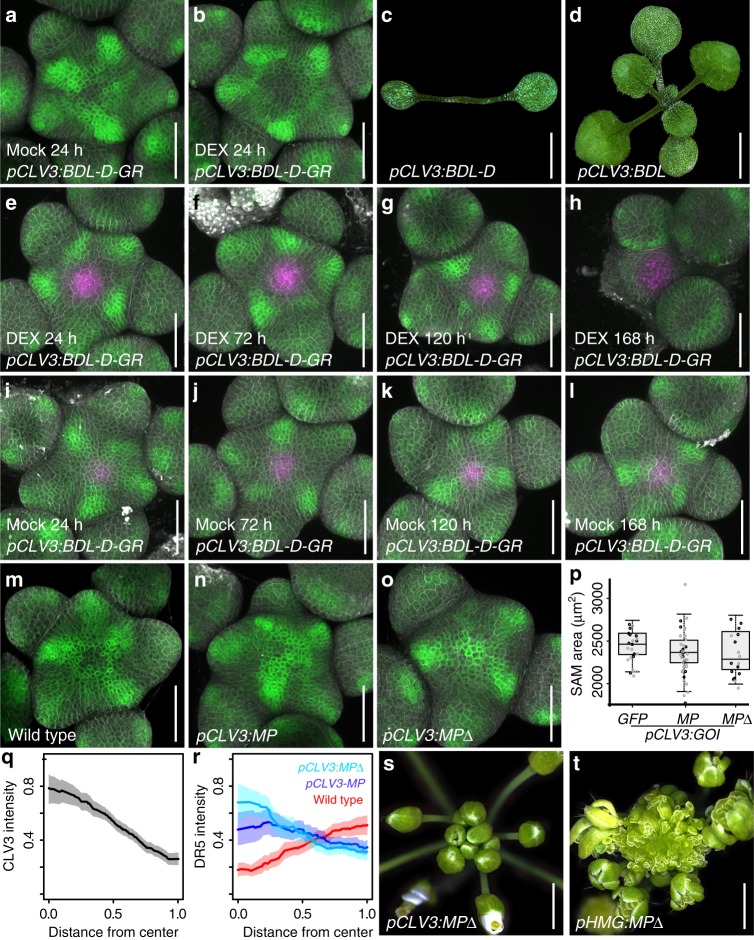
Stem cells require auxin signaling to remain active, but are resistant to overactivation of the pathway. **a** *pDR5v2:ER-eYFP-HDEL* activity in plants harboring *pCLV3:BDL-D-GR* after 24 h of mock treatment. **b** DR5v2 signal after 24 h of DEX treatment. **c, d** Representative phenotypes of lines expressing *pCLV3:BDL-D* (**c**) and *pCLV3:BDL* (**d**). **e**–**l** Response of DR5v2 and CLV3 to induction of *pCLV3:BDL-D-GR* over time. *pDR5v2:ER-eYFP-HDEL* shown in green, *pCLV3:mCherry-NLS* shown in magenta. CLV3 signal is expanded and sustained until the meristem terminates. **i**–**l** Mock treated *pCLV3:BDL-D-GR* controls. **m**–**o** Activity of DR5v2 in SAMs with enhanced auxin signaling in the central zone. **m** wild type control, (**n**) *pCLV3:MP*, (**o**) *pCLV3:MP∆*. **p** SAM size quantifications for plants carrying *pCLV3:GFP, pCLV3:MP*, or *pCLV3:MP∆* in two independent T1 populations. **q** Quantification of *pCLV3:mCherry-NLS* signal strength in wild type (*n* = 4). **r** Quantification of *pDR5v2:ER-eYFP-HDEL* signal strength in wild type (red, *n* = 4), *pCLV3:MP* (light blue, *n* = 4) and *pCLV3:MP∆* (purple, *n* = 4). In **q** and **r** kernel regression was used to visualize dependence of fluorescence signal from SAM center. 95% confidence intervals were simulated using bootstrapping (10.000 iterations) and are shown in lighter colors. **s**, **t** Representative phenotypes of lines expressing *pCLV3:MP∆* (**s**) and *pHMG:MP∆* (**t**). All scale bars 50 µm, except **c** and **d** 2 mm; (**s**) and (**t**) 3.5 mm

Having established that stem cells require auxin signaling for their activity, we next tested the response of elevating auxin output. To our surprise, expression of a potent positive signaling component, the auxin response factor *ARF5/MONOPTEROS (MP)*, or its constitutively active form *MP∆*, which engages the auxin pathway independently of signal perception^22,23^, did not cause relevant reduction in meristem size (*n* = 120, Fig. 3m–p and ref. ^15^). However, when expressed throughout the entire SAM by the HMG promoter (Supplementary Fig. 3a, b), *MP∆* stimulated ectopic organ initiation specifically in the peripheral zone (in 38 of 80 independent *pHMG:MP∆* T1 plants; Fig. 3s, t), demonstrating that resistance to auxin was not a general feature of the meristem, but limited to stem cells. Importantly, the DR5v2 reporter, which senses auxin output by providing binding sites for ARF transcription factors, was activated in stem cells of plants expressing *MP* (in 6 of 12 independent T1 lines) and *MP∆* (in 6 of 8 independent T1 lines) (Fig. 3m–o, q, r and Supplementary Fig. 3c–k), confirming the activity of our transgenes and suggesting that the resistance to auxin occurs, at least in part, downstream of ARF activity.

Taken together, these experiments demonstrated that auxin signaling is locally gated to permit a low instructive output level, while at the same time protecting stem cells from the differentiation inducing effects of the phytohormone at high signaling levels.

### WUSCHEL controls auxin signaling output in stem cells

Since suppressing auxin signaling output in stem cell caused SAM arrest and a phenotype highly similar to *wus* mutants (Fig. 3c, d), we tested the contribution of *WUS* to controlling auxin responses in diverse genetic backgrounds. The *WUS* expression domain is massively enlarged in *clv* mutants^1,2^, which causes stem cell over-proliferation phenotypes, and therefore SAMs from these plants provide an ideal background to elucidate the functional connection of WUS and auxin. Consequently, we analyzed auxin output in *clv3* meristems and found the DR5v2 minimum expanded in line with the overaccumulation of WUS, however some weak signal remained throughout the SAM (Fig. 4a, b). To test whether auxin signaling is required for stem cell over-proliferation in *clv3* mutants, we locally blocked auxin output by our *pCLV3:BDL-D* transgene and observed stem cell termination phenotypes in all plants (*n* = 56). While in most individuals, SAMs arrested already during the seedling stage, some developed an inflorescence before termination (*n* = 3, Fig. 4c). This result suggested that even in fasciated SAMs of *clv3* mutants, ectopic WUS is sufficient to reduce auxin signaling, while at the same time permitting basal output levels. To test the short-term effect of enhancing WUS levels without the indirect effects of the *clv3* phenotype, we created plants that carry a *pUBQ10:mCherry-GR-linker-WUS (WUS-GR)* transgene which allowed for experimental induction of ubiquitous WUS activity. Long term inductions provoked phenotypes described for transgenes expressing the *WUS* cDNA without tag and included an enlarged SAM consisting of more cells after 4 days (Supplementary Fig. 4). After 24 h of DEX treatment the central auxin signaling minimum, as well as the *CLV3* domain expanded (Fig. 4d–f; Supplementary Fig. 5a–f), suggesting that WUS is indeed sufficient to reduce signaling output in the center of the SAM, but is unable to override active auxin responses at the periphery. To test whether *WUS* is also required to protect stem cells from high signaling levels, which lead to differentiation, we developed a genetic system that allowed us to inducibly degrade WUS protein in stem cells. To this end, we adapted deGradFP technology^24^ and combined switchable stem cell specific expression of an anti-GFP nanobody with a *pWUS:WUS-linker-GFP wus* rescue line^5^. After 24 h induction of nanobody expression, WUS-linker-GFP signal was substantially reduced in stem cells of the epidermis and subepidermis (Fig. 4g–h) and after five days we observed shoot termination (Fig. 4i). Combining this *wus/pWUS:WUS-linker-GFP/pCLV3:AlcR/pAlcA:NSlmb-vhhGFP4* line with the DR5v2 marker showed that after 24 h of WUS depletion, cells in center of the SAM had become responsive to auxin whereas they remained insensitive in mock treated controls (Fig. 4j–l). We made similar observations in plants carrying DR5v2 and the weak *wus-7* allele, which were able to maintain a functional SAM for some time and only terminated stochastically. In these lines, DR5v2 activity fluctuated substantially and was frequently observed in the central zone (Fig. 4l and Supplementary Fig. 6). Taken together, these results demonstrated that WUS is required to rheostatically maintain stem cells in a state of low auxin signaling.

**Fig. 4:**
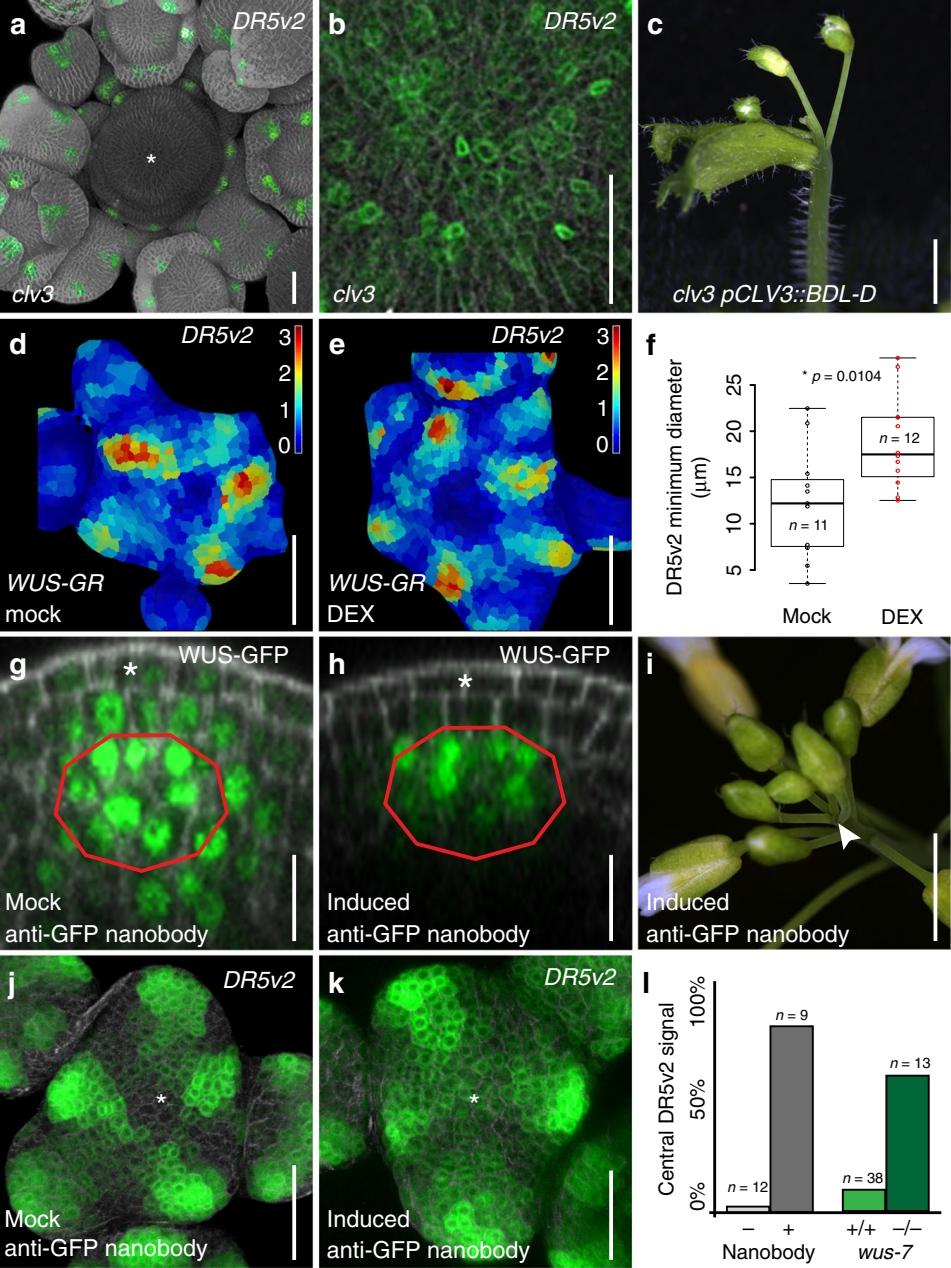
WUSCHEL maintains low auxin signaling output in stem cells. **a** *pDR5v2:ER-mCherry-HDEL* activity in SAM of *clv3* mutant. Asterisk marks center of SAM. **b** Zoom into central SAM area of *clv3* mutants reveals basal *pDR5v2* activity. **c** SAM arrest caused by *pCLV3:BDL-D* expression in *clv3*. **d**, **e** Representative *pDR5v2:ER-eYFP-HDEL* signals after 24 h of mock treatment (**d**) or inducible ectopic activation of *WUS-GR* activity (**e**). **f** Quantification of central DR5v2 signal minimum size in µm following ectopic WUS activation. *p*-value derived by *t*-test. **g**, **h** Representative images of a *pWUS:WUS-linker-GFP* rescue line expressing the anti GFP nanobody under the control of *pCLV3:AlcR* (*wus/pWUS:WUS-linker-GFP/pCLV3:AlcR/pAlcA:NSlmb-vhhGFP4)*. **g** WUS-linker-GFP signal after 24 h of mock treatment. **h** WUS-linker-GFP signal after 24 h of WUS depletion. Red lines mark *WUS* mRNA expressing cells of the organizing center; asterisk denote epidermal stem cells. **i** Shoot termination observed five days after WUS depletion. **j**, **k** Representative *pDR5v2:ER-eYFP-HDEL* signals after 24 h of mock treatment (**j**) or depletion of WUS protein from stem cells (**k**). **l** Quantification of DR5v2 presence in the central zone following WUS depletion or in weak *wus-7* mutants. All scale bars 50 µm except **c** and **i** 1 cm; **g** and **h** 10 µm

### Mechanisms of auxin pathway gating

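RNA was sequenced from whole seedlings, harvested 5 days after germination, of wild-type Col-0 and of the *pUBQ10:mCherry-GR-linker-WUS* line (WUS-GR). In this line the ubiquitously active *UBQ10* promoter drives a WUS protein fused to the ligand-binding domain of the glucocorticoid receptor, which dexamethasone (DEX) activates. Directional libraries were made from poly(A)-selected RNA of 3 biological replicates of each genotype after 2 h in DEX. The paper's methods give 10 µM DEX for this treatment, while the sample labels give 25 µM. Both genotypes received DEX and no mock-treated WUS-GR library is used here, so the effect of WUS is measured as the difference between WUS-GR and Col-0 seedlings in DEX, which would also hold any other difference between the lines. The authors aligned the reads to the TAIR10 genome with HISAT2, counted them per gene with featureCounts and deposited the counts without normalization. The paper's text does not name the strand setting of the counting, so genes that overlap on opposite strands can have shared reads. Between 14984125 and 20466344 reads were counted on genes in each Col-0 library (median 20314692) and between 19531836 and 20364737 in each WUS-GR library (median 20183337). The *WUS* gene (AT2G17950), whose count holds reads of the transgene as well, had 27 to 52 counts in the Col-0 libraries and 110757 to 118246 counts in the WUS-GR libraries, as the labels of the 6 libraries require. The counts were scaled with edgeR's TMM normalization and genes with too few counts were left out with its filterByExpr function, which kept 17285 genes. Each gene was then tested between the genotypes, two-sided, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 are referred to as responsive. The paper used DESeq2 for the same comparison of genotypes and its text names no threshold. Levels are given as TMM-normalized CPM (counts scaled to a common library total).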

To address how WUS is able to control the output of the auxin pathway, we went on to define the repertoire of direct target genes combining new ChIP-seq and RNA-seq experiments using seedlings of our *WUS-GR* line. Leveraging the uniform and moderate expression transgene, the tight inducibility afforded by the linker-GR fusion protein, as well as the high affinity of RFP-trap single chain antibodies to the mCherry tag used for our ChIP protocol, we were able to identify 6740 genomic regions bound by WUS. This compared to 136 regions we had previously identified by ChIP-chip^25^. 

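The RNA-seq data gave the following responses for genes reported as WUS targets in earlier work. *ARR7* (AT1G19050), a type-A response regulator of cytokinin signaling, lies on chromosome 1 from 6577833 to 6579314 in the TAIR10.1 annotation, which was used for positions because the count table holds gene identifiers only. Its level was 2.48 ± 0.425 CPM (SD, n = 3) in Col-0 and 0.668 ± 0.268 CPM (SD, n = 3) in WUS-GR after DEX, which is 10 to 22 counts in each WUS-GR library. The log2 fold change was -1.86 (standard error 0.30, adjusted p = 5.40e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CLV1* (AT1G75820), which encodes a receptor kinase, lies on the same chromosome from 28463344 to 28466971. It fell from 18.0 ± 2.41 to 10.6 ± 1.13 CPM (SD, n = 3 each), a log2 fold change of -0.73 (standard error 0.12, adjusted p = 6.26e-04 from the same edgeR test). *KAN1* (AT5G16560) fell by 0.91 and *KAN2* (AT1G32240) fell by 1.40 on the log2 scale (standard errors 0.09 and 0.28, adjusted p = 1.32e-05 and 0.00168 from the same edgeR test). Neighboring genes on the opposite strand overlap *KAN1* by up to 435 bp. For *ARR7*, *CLV1*, *KAN1* and *KAN2*, each WUS-GR library lay below each Col-0 library, and all 4 genes were still responsive when each of the 6 libraries was left out in turn. No response of *YAB3* (AT4G00180) was detectable at 36.1 ± 4.76 CPM in Col-0 and 34.8 ± 0.955 CPM in WUS-GR (SD, n = 3 each), with a log2 fold change of -0.029 (standard error 0.10, adjusted p = 0.822 from the same edgeR test). Its sign turned when libraries were scaled by their totals alone (0.028) and without the first Col-0 replicate (0.046). *AS2* (AT1G65620) had 4 to 14 counts in the Col-0 and 7 to 9 counts in the WUS-GR libraries and was not tested without TSA.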

Previously identified direct targets, such as *ARR7, CLV1, KAN1, KAN2 AS2*, and *YAB3* (refs. ^25–27^) were also picked up in our new datasets. Interestingly, WUS binding was almost exclusively found in regions of open chromatin^28^ and among the WUS targets we found the gene ontology term “response to auxin” to be most highly enriched within the developmental category (Supplementary Table 1). 

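Members of 4 groups of auxin genes were followed by name in the comparison of WUS-GR with Col-0 after DEX. Of 13 auxin transport genes (*PIN*, *AUX1*, *LAX* and *PID*), 10 had enough counts to be tested and 3 were responsive, with *AUX1* (AT2G38120) rising most at a log2 fold change of 0.90 (standard error 0.14) and *PIN3* (AT1G70940) falling at -1.17 (standard error 0.10). All 6 receptor genes of the *TIR1*/*AFB* family were tested, of which 5 were responsive. Their log2 fold changes ran from -1.54 for *AFB1* (AT4G03190) to 1.20 for *AFB3* (AT1G12820), and both of these genes overlap genes on the opposite strand. Among 29 *AUX/IAA* genes, 23 were tested and 19 responded, 9 upward and 10 downward. The extremes were *IAA3* (AT1G04240) at 3.21 and *IAA10* (AT1G04100) at -1.71, which overlap neighbors on the opposite strand by 640 and 619 bp. In the *ARF* family of 23 genes, 15 were tested and 11 responded, 9 of them upward with *ARF9* (AT4G23980) highest at 1.15, and 2 downward with *ARF8* (AT5G37020) lowest at -1.58. The same numbers of genes were responsive in each group when p-values were adjusted over the list alone. With library totals alone as the scaling, 10 *AUX/IAA* genes were higher and 9 lower, so that the larger side changed.

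**Figure D1:**
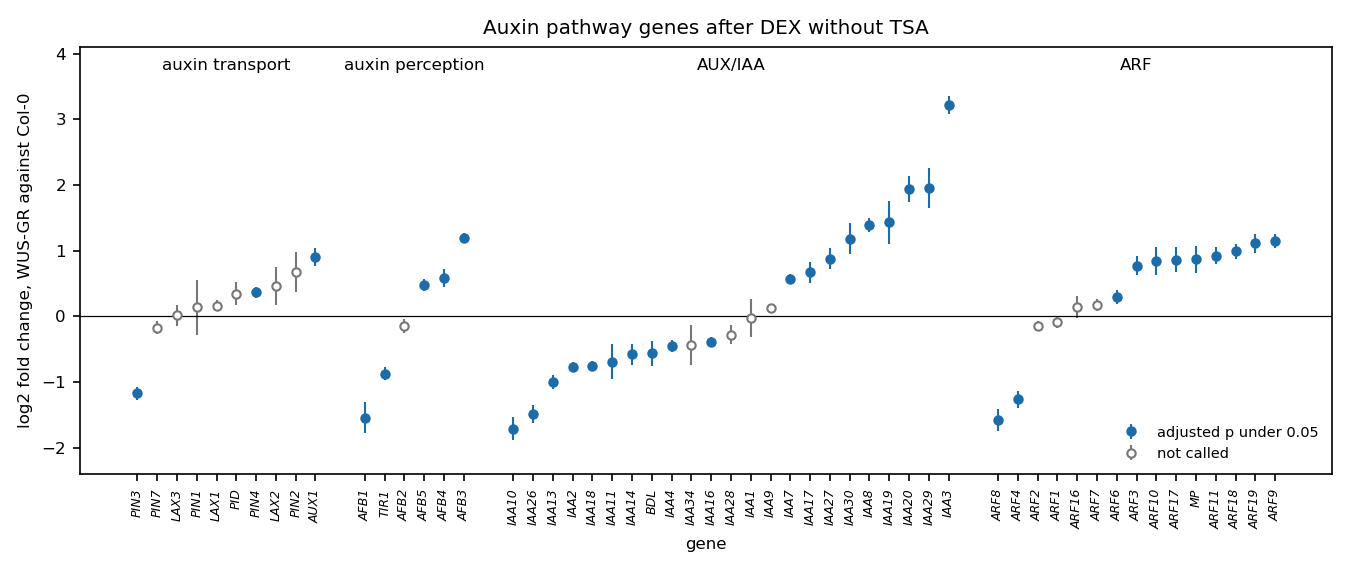
Log2 fold change between WUS-GR and Col-0 seedlings after DEX (vertical axis) for each tested gene of the 4 groups (horizontal axis), with bars for the standard error of the fit to 3 libraries per genotype. Filled points have an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and responsive genes lie on both sides of 0 in each group.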

Importantly, WUS appeared to control auxin signaling output at all relevant levels, since it was able to bind to the promoters or regulate the expression of a large number of genes involved in auxin transport, auxin perception, auxin signal transduction, as well as auxin response, which occurs downstream of ARF transcription factors (Fig. 5a; Supplementary Tables 2 and 3). Since WUS can act as transcriptional activator or repressor dependent on the regulatory environment^29,30^ and our profiling results were based on ectopic expression of WUS in non-stem cells, we were unable to predict how the expression of individual targets would be affected in vivo. However, it has been reported that in the SAM, WUS mainly acts as a transcriptional repressor^25–27,29^ and consistently, many auxin signaling components are expressed at high levels only in the periphery of the SAM and exhibit low RNA accumulation in the cells that are positive for WUS protein^17^. 

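Between DEX-treated WUS-GR and Col-0 seedlings, 10002 of the tested genes were responsive, 5059 of them higher and 4943 lower in WUS-GR. Requiring a change of at least 2-fold moved this number most, to 3679 genes. *WUS* itself rose by a log2 fold change of 11.24 (standard error 0.15). Among responsive genes with a mean log2 CPM over 1, *PUB18* (AT1G10560) came next at 11.7 ± 1.01 CPM in WUS-GR (SD, n = 3), which is at least 75.2-fold higher than in Col-0, where each library had no more than 3 counts. The third largest rise among them, 5.61 (standard error 0.71), belonged to ATCG01090, a gene of the plastid genome with 460 to 2917 counts across the WUS-GR libraries and most other tested plastid genes rising along with it. AT4G34810, a SAUR-like gene with a close paralog beside it, and AT5G18840, a transporter of the major facilitator superfamily, had at most 2 counts in each WUS-GR library and were at least 39.0-fold and 29.7-fold lower than in Col-0. AT1G27020 fell by 5.87 on the log2 scale (standard error 0.37). Across the 4 auxin groups together, 38 of 54 tested genes responded, 23 of them upward and 15 downward, and library totals alone as the scaling gave 24 and 14. A rise of these 54 genes as a set, relative to all other genes, was not detectable (two-sided p = 0.209 from limma's camera test with a preset correlation of 0.01 between genes, 0.572 after Benjamini-Hochberg adjustment over 6 lists). The set was not past 0.05 under fry either (p = 0.0602), nor in camera with an estimated correlation (p = 0.592). Of the 4 groups taken singly, limma's fry placed the *ARF* genes higher (two-sided, adjusted p = 0.0264 with Benjamini-Hochberg over the 6 lists) and limma's camera did not (adjusted p = 0.572).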

To test if WUS is required for this pattern, we analyzed the response of *MP* and *TIR1* mRNA accumulation to variations in *WUS* expression. To circumvent morphological defects of stable *wus* mutants, we again made use of our deGradFP line to analyze expression of *MP* after loss of WUS protein activity, but prior to changes in SAM morphology. After 24 h of WUS depletion, *MP* mRNA expression had extended from the periphery into the central zone (Fig. 5b, c; Supplementary Fig. 7), demonstrating that WUS is indeed required for *MP* repression in stem cells. Conversely, ectopic activation of WUS revealed that it is also sufficient to reduce, but not shut down *MP* and *TIR1* transcription even in the periphery of the SAM (Fig. 5d, e, Supplementary Fig. 5g–j).

**Fig. 5:**
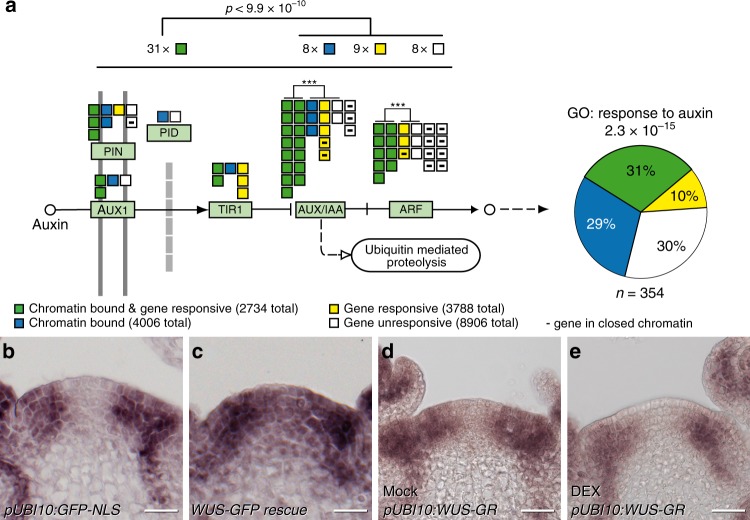
Pathway level control underlies WUSCHEL mediated gating of auxin signaling. **a** RNA-seq and ChIP-seq data demonstrate that WUS globally affects the auxin pathway, including transport, perception, signal transduction, as well as transcriptional response. Genes involved in the auxin signaling pathway are depicted as color-coded boxes, data on WUS binding and transcriptional response are shown in Supplementary Table 2. Across the entire pathway, WUS bound and responsive genes are overrepresented (*p* < 9.9 × 10^−10^ Fisher exact test for 2 × 2 matrix, bound and responsive genes (green color code) vs. all other classes, open chromatin as a background). Even within gene families, such as *AUX/IAA* or *ARF*, WUS targets are overrepresented (***p < 10^−4^ by Fisher exact test for 2 × 2 matrix, bound and responsive genes (green color code) vs. all other classes, open chromatin as a background). Genes downstream this pathway are annotated as “responsive to auxin” and are also highly overrepresented among WUS targets (GO term enrichment taken from Supplementary Table 1). **b**, **c** *MP* RNA accumulation 24 h post anti-GFP nanobody induction in a *pUBQ10:GFP-NLS* control line (**b**) and the *pWUS:WUS-linker-GFP wus* rescue background (**c**). **d**, **e** Response of *MP* mRNA to ectopic activation of WUS-GR*. MP* RNA after 24 h of mock (**d**) or DEX treatment (**e**). Scale bars 20 µm

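Overrepresentation was tested on the expression data alone, since the binding data and the open chromatin background are not used here. The background was the genes tested between WUS-GR and Col-0 after DEX, of which 57.9% were responsive, and the p-values are one-sided from Fisher's exact test. Responsive genes made up 70.4% of the tested genes in the 4 auxin groups together (odds ratio 1.73, exact p = 0.0404). For *AUX/IAA* genes the share was 82.6% (odds ratio 3.46, exact p = 0.0114) and for *ARF* genes 73.3% (odds ratio 2.00, exact p = 0.171). The *TIR1*/*AFB* receptors reached 83.3% (odds ratio 3.64, exact p = 0.202) and auxin transport genes 30.0% (odds ratio 0.312, exact p = 0.982). After Benjamini-Hochberg adjustment over the 8 gene lists compared in this way, none of these values stayed under 0.05, with the lowest at 0.0910 for *AUX/IAA* and 0.0961 for the 4 groups together. The exact p of the 4 groups was lowest with responsive genes taken from DESeq2's test, where it was 4.40e-04. That fit was not filtered, so its background held any gene with a count, and its value is not comparable with 0.0404. The exact p was not under 0.05 with DESeq2's size factors (0.0706), with at least 10 counts in every library (0.0804) or at an adjusted p threshold of 0.1 (0.149). The same held with at least 2-fold changes (0.158) and without the first Col-0 replicate (0.0524). It also held with the correction for GC content and length (0.159), which was added after the data had been seen. Fisher's test treats genes as independent, which members of one family need not be.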

To elucidate the molecular mechanisms responsible for the observed rheostatic activity, we asked whether chromatin structure may be changed in response to WUS. WUS physically interacts with TOPLESS (TPL)^31,32^, a member of the GROUCHO/Tup1 family of transcriptional co-repressors. These adaptor proteins mediate interaction with HISTONE DEACETYLASES (HDACs, reviewed in ref. ^33^), which in turn act to reduce transcriptional activity of chromatin regions via promoting the removal of acetyl modifications from histone tails^34^. To test whether regulation of chromatin modification is involved in translating WUS activity into the observed reduction of transcriptional activity of target genes we quantified histone acetylation on H3K9/K14 and methylation on H3K27. After 2 h of induction of our *WUS-GR* line, we observed a significant change in the genome wide histone acetylation patterns, which were spatially correlated with WUS chromatin binding events (2939 out of 6740 WUS bound chromatin regions showed acetylation changes), while histone methylation patterns were largely unaffected (634 out of 6740 WUS bound chromatin regions showed methylation changes) (Fig. 6a). WUS binding events clustered in the proximal promoter regions, while chromatin regions whose acetylation levels were changed after WUS activation were mainly found around the transcriptional start sites and 5´UTRs of genes (Fig. 6b). 

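The size of repression was read from the RNA-seq data for all genes lower in WUS-GR than in Col-0 after DEX, whether bound or not, as binding and acetylation data are not used here. The repressed genes had a median log2 fold change of -0.76 (interquartile range -1.41 to -0.45), and 61.3% of them fell by less than 2-fold. At least 2-fold repression was reached by 1911 genes. Only 40 genes, 0.809% of the repressed ones, had 3 or fewer counts in each of the 3 WUS-GR libraries, the level at which a transcript was no longer detectable at this depth, while having more in each Col-0 library. The median was the same with these 40 genes set to the bound that 3 counts give. The remaining repressed genes kept detectable transcripts in at least 1 WUS-GR library. These libraries measure the RNA present in whole seedlings after 2 h in DEX and not transcription. Remaining transcripts therefore do not by themselves show that transcription was reduced only in part.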

Zooming in on the 1684 directly repressed WUS targets, we found that 596 of them also showed histone de-acetylation. For the vast majority of these loci the observed reduction was fairly subtle, suggesting that mild de-acetylation may be the mechanism that allows WUS to reduce, but not shut off transcription of target genes. To test whether the observed changes in chromatin state of direct WUS targets also translate to variation in gene expression, we induced WUS activity in the absence or presence of Trichostatin A (TSA), a potent inhibitor of class I and II HDACs^35^, and recorded the transcriptional response. 

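For this experiment, Col-0 and WUS-GR seedlings were kept for 2 h in DEX together with 1 µM TSA, in 3 biological replicates of each genotype. Their RNA was sequenced and compared with that of the DEX-treated seedlings that received no TSA. Libraries, alignment and counting were as for the samples without TSA, and the authors deposited all 12 libraries in one table of counts. Between 17968085 and 21578662 reads per library were counted on genes in TSA-treated Col-0 (median 19373840), and between 14810658 and 20803934 in TSA-treated WUS-GR (median 20113993). *WUS* had 38 to 42 counts in the former and 94664 to 142276 in the latter. The effect of WUS with TSA was tested between the 6 treated libraries alone, on 16873 genes. The effect of TSA was tested within Col-0, and a further test took the interaction of genotype and TSA from a fit of all 12 libraries with the paper's terms for genotype, treatment and their product. The scaling matters for these comparisons. The TMM factor averaged 0.845 ± 0.00408 (SD, n = 3) in TSA-treated WUS-GR and 1.00 ± 0.0172 (SD, n = 3) in TSA-treated Col-0, and with library totals alone the median log2 fold change of all genes between these genotypes shifted to -0.24.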

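A principal component analysis was made on rlog values of the 500 most variable genes over the 12 libraries. The first component held 49.7% of the variance and separated the genotypes, with mean scores of -22.8 ± 0.820 for Col-0 and 12.2 ± 3.66 for WUS-GR in DEX, and of -9.07 ± 0.531 for Col-0 and 19.7 ± 3.72 for WUS-GR in DEX and TSA (SD, n = 3 each). The second component held 42.8% and separated samples by TSA, with mean scores of -9.16 ± 2.21 and -20.8 ± 1.54 for Col-0 and WUS-GR without TSA and of 18.8 ± 0.373 and 11.2 ± 0.932 with TSA (SD, n = 3 each). In Col-0, TSA changed 11092 of 17271 tested genes, 5481 upward and 5611 downward (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05). The interaction of genotype and TSA passed the same limit for 5560 of 17915 genes, with the WUS effect higher under TSA for 3176 and lower for 2384. With library totals alone, these numbers became 1569 and 5741. *MP* (AT1G19850), on chromosome 1 from 6886669 to 6891404 in TAIR10.1, was at 7.71 ± 1.69 CPM in Col-0 and 13.7 ± 3.56 CPM in WUS-GR without TSA, and at 16.1 ± 2.99 and 8.87 ± 0.604 CPM with TSA (SD, n = 3 each). Its interaction was -1.70 on the log2 scale (standard error 0.28, adjusted p = 3.11e-04 from the edgeR test). *TIR1* (AT3G62980), on chromosome 3 from 23273065 to 23276630, was at 55.9 ± 6.42 and 30.0 ± 1.65 CPM without TSA and at 125 ± 8.06 and 103 ± 3.02 CPM with TSA in Col-0 and WUS-GR (SD, n = 3 each), an interaction of 0.63 (standard error 0.12, adjusted p = 0.00137 from the edgeR test). With library totals alone the interaction of *TIR1* was 0.30 and its adjusted p from the edgeR test was 0.079. Among genes past this limit with a mean log2 CPM over 1, the 3 largest fitted interactions upward were those of *GPT2* (6.10), AT5G56960 (5.56) and *BBX14* (3.86), and the 3 largest downward those of *MSRB7* (-5.21), AT3G22410 (-4.20) and AT4G16563 (-3.39). AT5G56960 had 0 counts in each TSA-treated Col-0 library and at most 3 in each TSA-treated WUS-GR library, and *MSRB7* at most 2 in each of the latter, so that both fitted values are no measure of size. Each was no longer past the limit in 5 of the 12 fits that left out 1 library.

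**Figure D2:**
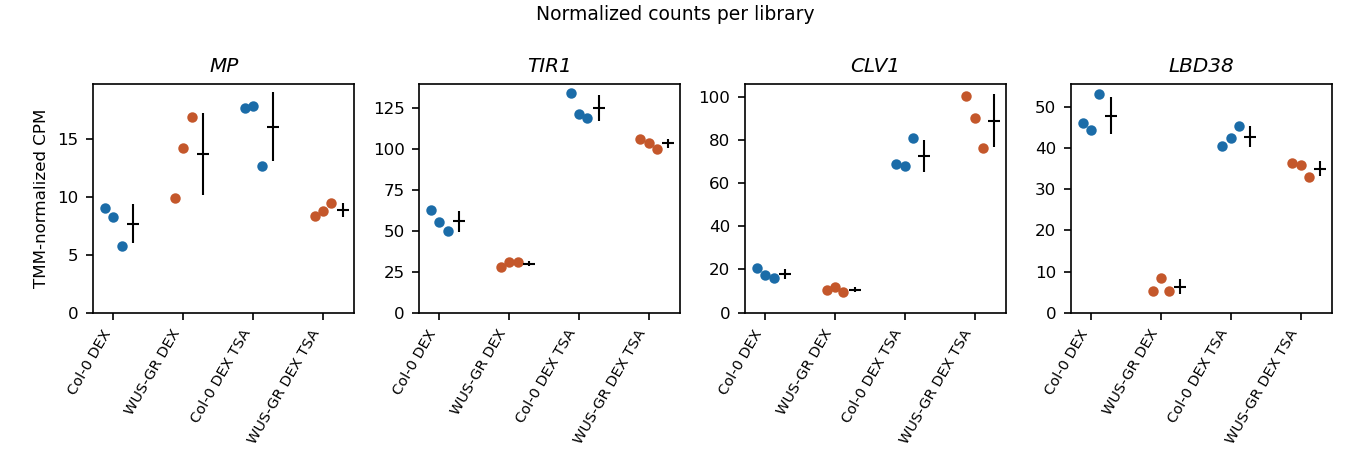
TMM-normalized CPM (vertical axes, starting at 0) of *MP*, *TIR1*, *CLV1* and *LBD38* in each of the 12 libraries, with the mean and SD of the 3 libraries of each condition beside them. *LBD38* was at 48.0 CPM in Col-0 and 6.32 CPM in WUS-GR without TSA, and at 42.8 and 35.1 CPM with TSA.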

Principle Component Analysis (PCA) not only showed that both WUS activation and TSA contributed to gene expression variance, but that there was a clear interaction of their activities. Strikingly, roughly 40% of gene expression variance caused by WUS activation was suppressed by TSA treatment (Fig. 6c). 

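The distance between the genotype means along the first component was 35.0 without TSA and 28.7 with TSA, so that TSA reduced it by 18.0% ± 13.8 (SD propagated from the scores of 3 libraries per condition). This value is for a distance, while the paper's percentage is for variance, which goes with the squared distance. The squared distance fell by 32.8% ± 22.7 (SD propagated in the same way), the largest move among the alternatives. The reduction of the plain distance also depended on single libraries. It ranged from 12.2% without the first WUS-GR replicate in DEX to 28.7% without the second WUS-GR replicate in DEX and TSA.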

Consistently, from the 1684 directly repressed genes, 983 were no longer responsive to WUS-GR induction when TSA was present and roughly a third of them showed significant reduction in H3K9/K14 acetylation levels (Fig. 6d). These results underlined the relevance of histone de-acetylation for the genome-wide functional output of WUS and prompted us to investigate whether this mechanism is relevant for controlling auxin responses in the SAM. Therefore, we analyzed DR5v2 reporter activity after TSA and/or auxin treatment and found that auxin was insufficient to trigger a transcriptional response in stem cells, likely due to the presence of functional WUS (Fig. 6e). In contrast, inactivation of HDACs and consequently WUS-mediated transcriptional repression by TSA treatment, led to low but consistent DR5v2 signal in the center of the meristem (Fig. 6f). 

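Of the genes repressed by WUS without TSA, 2858 were also repressed with TSA and 2085, or 42.2%, were not (Wilson 95% interval 40.8% to 43.6%, which covers counting error only). With TSA, 343 of these 2085 genes were instead higher in WUS-GR than in Col-0, which leaves 1742 (35.2%) that were past the threshold in neither direction, 143 of which had too few counts for a test. A response in one fit and not in the other does not by itself show a difference. Tested directly, the interaction of genotype and TSA was above 0 with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for 2035 of the repressed genes, or 41.2%. This number depends on the scaling, as library totals alone left 1569 genes of any kind with such an interaction. The share of repressed genes not also repressed with TSA was 24.8% with library totals alone as the scaling, 28.5% among genes at least 2-fold repressed without TSA and 54.9% with the requirement of at least 2-fold repression in both fits. Among the genes induced by WUS without TSA, 2792 were also induced with TSA and 44.8% were not. The median log2 fold change of repressed genes with TSA was -0.46, and 19.1% of the 4800 with a value had the opposite sign. For induced genes it was 0.46, with 18.1% of 4828 on the opposite side. From repressed targets that no longer responded in the presence of TSA, some of which had reduced acetylation (Fig. 6d), the paper concludes that histone de-acetylation is relevant for the output of WUS throughout the genome.

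**Figure D3:**
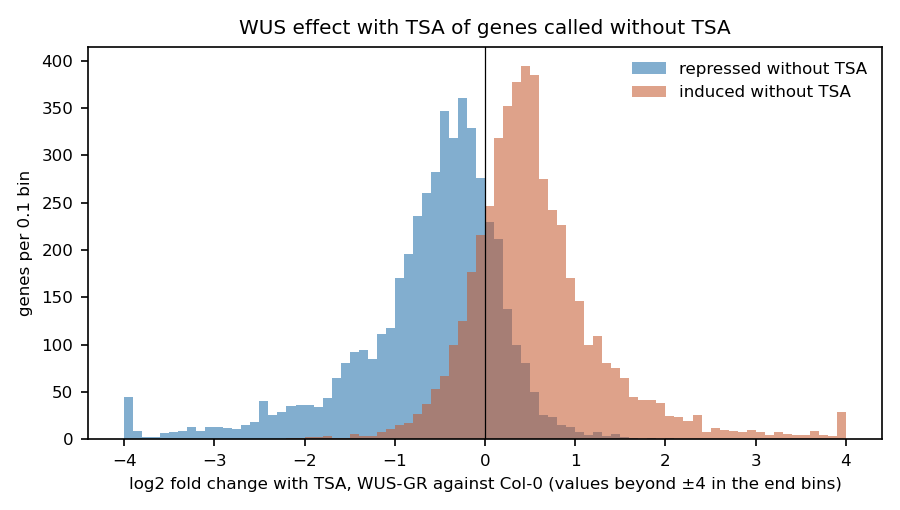
Number of genes (vertical axis, bins of 0.1) by their log2 fold change between WUS-GR and Col-0 with TSA (horizontal axis, values beyond ±4 placed in the end bins), for genes repressed (blue) or induced (orange) by WUS without TSA. The medians of the groups are -0.46 and 0.46, and both groups reach across 0.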

Finally, combining a reduction in WUS function by TSA with stimulation of the auxin pathway caused a substantial DR5v2 response in stem cells (Fig. 6g). 

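With TSA, 55 genes of auxin transport, perception, *AUX/IAA* and *ARF* function could be tested between WUS-GR and Col-0 seedlings in DEX. Of these, 21 were higher and 14 lower in WUS-GR, and with library totals alone as the scaling 17 were higher and 21 lower. Among the pathway genes repressed without TSA, 7 were not repressed with TSA. The direction of the WUS effect was opposite with and without TSA, past the threshold on both sides, for 5 pathway genes, and 23 pathway genes had an interaction of genotype and TSA with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *AUX/IAA* genes split into 10 higher and 5 lower with TSA, and *ARF* genes into 5 higher and 6 lower. *PIN3* rose with TSA by a log2 fold change of 1.08 (standard error 0.09), where it had fallen without, and its interaction was 2.29 (standard error 0.13, adjusted p = 5.84e-08 from the edgeR test). *IAA10*, which shares part of its locus with a gene on the opposite strand, turned in the same way with an interaction of 2.58 (standard error 0.26, adjusted p = 4.06e-06 from the edgeR test).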

Taken together, these results showed that WUS binds to and reduces transcription of the majority of genes involved in auxin signaling and response via de-acetylation of histones and thus is able to rheostatically maintain pathway activity in stem cells at a basal level.

**Fig. 6:**
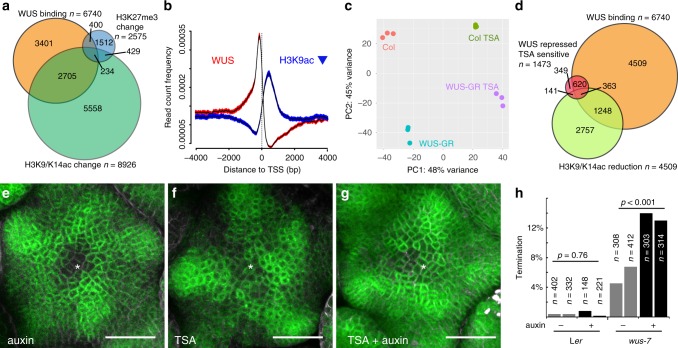
WUS acts by regulating the histone acetylation status of target loci. **a** Venn diagram showing the overlap between WUS binding regions (orange), and loci with significant changes in H3K9K14ac (green) or H3K27me3 (blue) status. **b** Spatial correlation between WUS chromatin binding events (red) and regions with reduced histone acetylation (blue) 0.95 confidence intervals are shown. **c** PCA showing the global transcriptional response to WUS-GR activation in the presence or absence of TSA. TSA treatment suppressed almost 50% of gene expression variance caused by activation of WUS-GR. **d** Venn diagram showing the overlap between WUS binding regions (orange), and loci with significant reduction in H3K9K14ac (light green) and genes whose expression was reduced by WUS in a TSA sensitive manner (red). **e**–**g** Representative images of *pDR5v2:ER-eYFP-HDEL* activity in response to HDAC inhibition. **e** Auxin treated SAM; **f** TSA treated SAM; **g** TSA and auxin treated SAM. Asterisk denote center of the SAM. **h** Quantification of terminated seedlings grown on auxin plates from two independent experiments. On mock 5.8% seedlings (*n* = 720) segregating *wus-7* terminated; on 10 µM IAA 13.3% seedlings (*n* = 617) segregating *wus-7* terminated. Genotyping revealed that all arrested plants were homozygous for *wus-7*. For L*er* controls 0,4% seedlings arrested on mock (*n* = 734) and 0.5% on 10 µM IAA (*n* = 369). *p*–values calculated by chi-square test. Scale bars 30 µm

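As a measure of the genotype difference that does not rest on one component, the log2 fold changes between WUS-GR and Col-0 were squared and summed. The sum ran over the 16411 genes tested both without and with TSA. It holds the sampling noise of the fitted values as well as WUS effects, as no noise was subtracted. This measure was chosen after the data had been seen. The sum was 24.4% lower with TSA, with an SD of 3.13 over the 12 fits that each left out 1 library. It moved most without a filter on low counts (7.03%), and across the 12 fits it ranged from 18.3% to 29.7%. The fold changes with and without TSA had a Pearson correlation of 0.719 across these genes, which are not independent replicates.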

### Pathway wide control provides robustness to apical stem cell fate

We next wondered what the functional relevance of the observed pathway wide regulatory interaction might be. Therefore, we tested the capacity of WUS targets with auxin signaling or response functions to interfere with stem cell activity. Based on their highly localized expression at the periphery of the SAM^17^, we selected the signaling components *ARF3*, *ARF4*, *ARF5* (*MP)*, *IAA8*, *IAA9*, and *IAA12* (*BDL),* as well as the TIR1 receptor along with transcription factors of the auxin response category including *TARGET OF MONOPTEROS* (*TMO*) and *LATERAL ORGAN BOUNDARIES* (*LOB*) genes that have established roles in other developmental contexts^36^. Neither of the 17 factors tested caused meristem phenotypes when expressed in stem cells (Fig. 3 and Table 1), highlighting the robustness of stem cell fate in the presence of WUS on the one hand and the activity of auxin signaling in these cells on the other hand. This conclusion is based on two observations: (1) The auxin sensitive native version of BDL was unable to terminate the SAM in contrast to the auxin insensitive BDL-D version (Fig. 3c, d). (2) *pCLV3:MP* plants showed enhanced DR5v2 activity in stem cells (Fig. 3i, j) demonstrating that ARF activity is indeed limiting for transcriptional output in wild-type. However, the transcriptional output registered by the DR5v2 reporter was not translated into an auxin response, since WUS limited the expression of a large fraction of the required downstream genes (Fig. 5a; Supplementary Table 2). Thus, WUS seems to act both upstream and downstream of the key ARF transcription factors.

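Genes of the *SAUR* and *GH3* families, which are named for early auxin response, were used as downstream genes. Of 89 family members, 25 had enough counts to be tested between WUS-GR and Col-0 after DEX. 19 of them responded, 13 downward and 6 upward, under each scaling except DESeq2's own fit, where 14 were lower, and the correction for GC content and length, where 5 were higher. The share of responsive genes was 76.0% (odds ratio 2.31, one-sided Fisher's exact test p = 0.0480, 0.0961 after Benjamini-Hochberg adjustment over 8 lists). As a set, the tested members were lower under limma's fry test (two-sided, adjusted p = 0.0264 with Benjamini-Hochberg over the 6 lists given to it). A fall was not detectable with limma's camera (two-sided, adjusted p = 0.572 over the same lists). AT4G34800, a *SAUR* gene beside its paralog AT4G34810, had 11 to 15 counts in each Col-0 library and 0 in each WUS-GR library, at least 5.00-fold lower. *BRU6* (AT4G37390), a *GH3* gene, rose from 14.2 ± 1.66 to 170 ± 15.5 CPM (SD over 3 libraries of each genotype), a log2 fold change of 3.61 (standard error 0.11, adjusted p = 4.21e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With TSA, 14 of 30 tested members were higher in WUS-GR and 8 lower, or 10 and 10 with library totals alone. From a rise in DR5v2 output that was not followed by an auxin response, which it puts down to WUS limiting downstream genes, the paper proposes that WUS acts both upstream and downstream of the ARF transcription factors.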

**Table 1:** WUS targets functionally tested by stem cell specific expression

AGI	Name	Responsive to auxin	Expression PZ > CZ	Promoter bound by WUS	Responsive to WUS
AT3G62980	*TIR1*	x	x	x	x
AT2G33860	*ARF3*	x	x	x	x
AT5G60450	*ARF4*	x	x	x	x
AT1G19850	*ARF5 (MP)*	x	x	x	x
AT2G22670	*IAA8*	x	x	–	x
AT5G65670	*IAA9*	x	x	x	x
AT1G04550	*IAA12 (BDL)*	x	x	–	–
AT5G60200	*TMO6*	x	x	x	x
AT1G74500	*TMO7*	x	–	–	–
AT3G25710	*TMO5*	x	–	–	x
AT4G23750	*TMO3*	x	–	x	x
AT1G68510	*LBD42*	–	–	x	–
AT3G49940	*LBD38*	–	–	x	x
AT3G58190	*LBD29*	x	–	–	–
AT3G11280		x	x	x	x
AT3G28910	*MYB30*	x	x	x	x
AT5G58900		x	x	x	–

Expression domains in the SAM are based on refs. ^17,62,63^. 

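Of the 17 genes in Table 1, 14 had enough counts to be tested between WUS-GR and Col-0 seedlings after DEX. 7 of these were lower in WUS-GR and 5 were higher, and with TSA the numbers were also 7 and 5. *LBD38* (AT3G49940) fell most, with a log2 fold change of -2.90 (standard error 0.17, adjusted p = 5.93e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was -2.54 for AT3G11280, -1.83 for *TMO6* (AT5G60200), -1.26 for *ARF4* (AT5G60450), -0.87 for *TIR1*, -0.72 for AT5G58900 and -0.56 for *BDL* (AT1G04550). The fall of *BDL* was past the threshold with all 6 libraries (adjusted p = 0.0264 from the same edgeR test) and no longer so in 4 of the 6 fits that left out 1 library. *IAA8* (AT2G22670) rose most, by 1.39 (standard error 0.10, adjusted p = 3.14e-06 from the same edgeR test). *MYB30* (AT3G28910) rose by 1.26, *TMO5* (AT3G25710) by 1.25, *MP* by 0.87 and *ARF3* (AT2G33860) by 0.77. *IAA9* (AT5G65670) had a log2 fold change of 0.12 (standard error 0.07, adjusted p = 0.144 from the same edgeR test) and *TMO3* (AT4G23750) of -0.67 (standard error 0.31, adjusted p = 0.0919 from the same edgeR test), neither past the threshold. Library totals alone brought *IAA9* to an adjusted p of 0.0412 in the edgeR test, and *TMO3* reached 0.0378 in a fit of all 12 libraries and 0.00344 without the third Col-0 replicate. *TMO7*, *LBD42* and *LBD29* had too few counts to be tested. With TSA, *LBD38* had a log2 fold change of -0.30 and *MP* of -0.87.

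**Figure D4:**
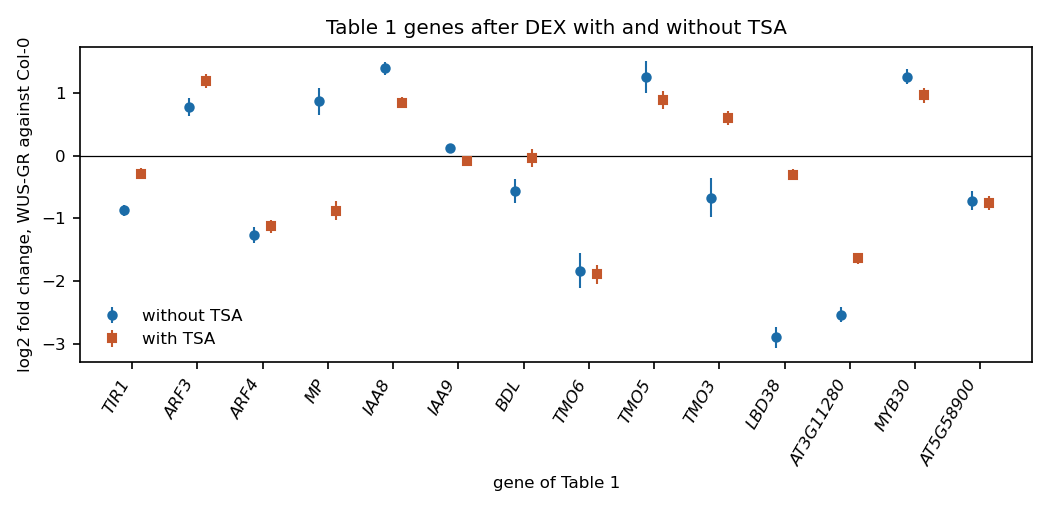
Log2 fold change between WUS-GR and Col-0 seedlings in DEX (vertical axis) for the 14 tested genes of Table 1 (horizontal axis), without TSA (blue circles) and with TSA (orange squares). Bars are standard errors of fits to 3 libraries per genotype, and *MP* lies at 0.87 without and -0.87 with TSA.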

Neither of the genes caused visible phenotypes when expressed from the *CLV3* promoter. Representative SAMs are shown in Fig. 3d, j, k, l, o

Since we had found that stem cell specific expression of individual auxin signaling components was not sufficient to interfere with stem cell fate, we wanted to test whether reducing *WUS* function would sensitize stem cells to activation of the entire pathway. To this end, we grew plants segregating for *wus-7* on plates supplemented with auxin. Eleven days after germination, we observed twice as many terminated *wus-7* mutant seedlings on plates containing 10 µM IAA compared to control plates, whereas wild-type seedlings were unaffected even at 20 µM IAA (Fig. 6h, Supplementary Fig. 8). Thus, reducing *WUS* function allowed activation of auxin responses under conditions that were tolerated in wild type. Taken together, the activation of individual pathway components was insufficient to override the protective effect of WUS, however compromising the master regulator itself rendered stem cells vulnerable to even mild perturbations in auxin signaling.

## Discussion

Several previous studies have connected WOX gene activity with auxin signaling in shoot and root stem cell maintenance^13,15,37,38^. Our results now show that WUS restricts auxin signaling in apical stem cells by pathway-wide transcriptional control, while at the same time allowing instructive low levels of signaling output. This rheostatic activity may be based on selective transcriptional repression/activation of a subset of signaling and response components that render the pathway unresponsive to high input levels. Alternatively, WUS may be able to reduce expression of targets rather than to shut off their activity completely, leaving sufficient capacity for low level signaling only. In support of the latter hypothesis, we demonstrate that WUS acts via de-acetylation of histones and that interfering with HDAC activity triggers auxin responses in stem cells. This activity would be counteracted by ARF transcription factors including MP, which has been shown to act via promoting chromatin acetylation to induce flower primordium fate at the periphery of the SAM^39^. Since there is evidence supporting both scenarios for WUS function^25,27,29,30^ it appears likely that both mechanisms work hand in hand dependent on the regulatory environment of the individual cell. Thus, a definitive answer will require inducible WUS loss of function approaches in stem cells coupled with time-resolved whole genome transcript profiling at the single cell level. In contrast to our data, previous work had shown that following suppression of *WUS* activity SAMs terminate without detectable increase in auxin signaling output in the central zone^40^. This discrepancy is likely due to the use of different versions of the DR5 reporter, since the DR5v2, which has binding sites optimized for interaction with MP, is substantially more sensitive when compared to the original DR5^16^. In addition, we found that targeting the fluorescent protein to the ER enhances the detection of weak signals, such as the one in the central zone (Supplementary Fig. 3).

In addition to its effects on auxin signaling, WUS enhances cytokinin responses via the repression of negative feedback regulators^26^. This interaction can be overridden by expression of constitutively active versions of these negative feedback components^26^, and similarly we find here that dominant negative auxin regulators lead to SAM arrest. In contrast, wild-type or constitutively active auxin signaling elements do not lead to SAM defects, suggesting that WUS acts primarily to limit auxin responses. Thus, by acting on both pathways by direct reduction of target gene expression, WUS protects stem cells from auxin mediated differentiation, while at the same time enhancing cytokinin output, which may primarily serve to sustain *WUS* expression^41,42^. Auxin and cytokinin signaling are directly coupled also in other stem cell systems and balancing their outputs is key to maintaining functional plant stem cell niches^15,43^. Along these lines, auxin may also be required to stabilize the WUS-CLV3 feedback loop. This idea is supported by our findings that following local suppression of auxin signaling, stem cell fate was able to expand into the peripheral zone. The resulting increase in *CLV3* levels may have caused meristem termination via reduction of *WUS* expression^1,2^. Along these lines, Luo and colleagues have shown that MP acts on *CLV3* expression via the DORNROESCHEN transcription factor^13^. However, since a reduction of auxin signaling output also leads to stem cell termination in plants lacking *CLV3*, the regulatory landscape might be even more complex. Taken together and given the dynamic and self-organizing nature of auxin signaling on the one hand and the *WUS-CLV* feedback loop on the other hand^1,2,44^, the close interaction between these two systems appears to be required to provide long-term robustness to the apical stem cell niche of plants. In this scenario, WUS would act as the central integrator, owing to its rheostatic influence on target gene activity.

## Methods

### Plant material and treatments

All plants were grown at 23 °C in long days or continuous light. Ethanol inductions were performed by watering with 1% ethanol and continuous exposure to ethanol vapor, refreshed every 12 h. WUS-GR was induced by submerging seedlings in 10 μM dexamethasone, 0.015% Silwet L-70 in 0.5× MS for 2 h. For local induction of WUS-GR or BDL-D-GR at the SAM, 10 μl induction solution were directly applied to the primary inflorescence meristem. Auxin plates were 0.5× MS, 1% agar, pH 5.7, 10 µm IAA. For TSA/IAA cotreatments, shoot apical meristems were dissected from about 4 cm high stem and cultured in vitro in Apex Growth Medium (AGM) overnight^45^. AGM was supplemented with vitamins (Duchefa M0409), cytokinin (200 nM 6-Benzylaminopurine), and IAA (3-indole acetic acid, 1 mM) and/or Trichostatin A (TSA, Sigma, T8552, final concentration 5 μM) or mock before pouring. IAA stock solution (0.1 M in 0.2 M KOH) was diluted with 2 mM M.E.S (pH 5.8) to 1 mM working solution, then added to the plates for 30 min before imaging on the second day.

For WUS-induction with TSA treatments, seedlings were submerged in DEX (10 μM) or TSA (1 μM) solution or both, slowly shaken for 2 h, and then harvested for RNA-seq.

All plants were of Col-0 accession apart from *wus-7*, which was in L*er* background. For experiments involving *wus-7*, L*er* plants were used as controls*. CLV3* mutants corresponded to *clv3-10*.

### Transgenes

The *R2D2* and *pDR5v2:3xVENUS-NLS* lines have been described in ref. ^16^. *pDR5v2:tdTomato-Linker-NLS:trbcS* was transformed into heterozygous *wus-7* plants and L*er* control plants and activity patterns were scored in T1. A stable single insertion T3 line of *pDR5v2:ER-EYFP-HDEL:tAt4g24550* was used for transformation with *pCLV3:3xmCherry-NLS* and signals were scored in T1. For deGradFP the anti-GFP nanobody coding sequence (*NSlmb-vhhGFP4)*^24^ was brought under control of the AlcR/AlcA system^46^ and transformed into a stable *pWUS:WUS-linker-GFP wus* rescue line (GD44, described in ref. ^5^), or an *pUBQ10:GFP-NLS* line as control. Experiments were performed in stable single insertion T3 lines. Similarly, the *pCLV3:AlcR/AlcA:CalS3m* line^5^ was crossed to *pDR5v2:3xVENUS-NLS, pRPS5a:NLS-tdTomato* and F3 single insertion progeny was used for experiments. For generation of *MPΔ* we amplified a fragment of the *MP* cDNA, which codes for a protein that is truncated right before domain III (amino acids 1-794). For ectopic WUS induction lines *mCherry* was fused N-terminally to the ligand-binding domain of the rat glucocorticoid receptor (GR) and linked by (AAASAIAS[SG]11SAAA) to the *WUS* coding sequence under control of the *pUBQ10* promoter. A single insertion homozygous line was used for crossings, in RNA-seq, and ChIP-seq.

The *pHMG* promoter corresponds to 1347 bp upstream of the AT1g76110 locus. Most constructs were assembled using GreenGate cloning^47^.

### Microscopy

Confocal microscopy was carried out on an upright Nikon A1 Confocal with a CFI Apo LWD 25 × water immersion objective (Nikon Instruments) without coverslip as described in ref. ^5^. 1 mg/ml DAPI was used for cell wall staining^5^. Pools of at least five plants were imaged for each time point.

### Image analysis

Quantitative image analysis was done on isotropic image stacks using Fiji (v1.50b)^48^, MorphoGraphX^49^, ilastik^50^, Matlab (Release 2014b, The MathWorks, Inc., United States) and KNIME^51^. All images for an experimental set were captured under identical microscope settings. Normalization was applied when settings had to be adjusted to correct for fluctuations over multiple days. MorphographX analysis was performed according to standards defined in the user manual. Averaging and statistical analysis of signals across meristems was performed as follows: histograms of signal intensities along 100 central cross-sections per SAM (cross-sections rotated by 3.6 degrees successively) were measured by ImageJ standard function. Signals were centered for comparison between individuals. Signals +/− 12.5 µm around the SAM center were compared between treatment and control and tested for significance by Student’s *t*-test. Distance from center with signal up to 120% of center background signal between treatment and control was determined and tested by Student’s *t*-test.

To determine the center of an inflorescence meristem, 10 to 20 L1 cells located at the meristem summit were segmented using the carving workflow in ilastik. A sphere was fitted through the centroids of these cells using the least squared distances method. The sphere was superimposed on the original DAPI stained image volume to help identifying newly emerging flower primordia. Three points marking the center of three young flower primordia were manually picked close to the sphere surface, projected onto the sphere and then used as seeds to perform a spheric voronoi tessellation (https://de.mathworks.com/matlabcentral/fileexchange/40989-voronoi-sphere). The point *P*_center_ is equidistant to the three seed points and serves as a good approximation for the meristem center which is marked by the *pCLV3* stem cell reporter. The method was tested using image stacks of nine meristems containing cell walls stained by DAPI in one channel and the stem cell marker *pCLV3::mCherry-NLS* in the second channel. The computationally estimated meristem center and the one determined by *pCLV3:mCherry-NLS* expression in every case were in the range of one cell diameter. Further details and workflows are available on request.

For quantification of CLV3 and DR5 signals shown in Fig. 3 epidermal cell surfaces were segmented on 2.5D projections of DAPI-stained cell wall image volumes using MorphographX. DR5v2 and CLV3 signals from additional channels of the same stack were projected on to the same surface and respective mean signal intensity values along with the spatial coordinates for each cell were exported. After respective coordinate transformation distances to the central axis of the meristem (defined as described earlier) were computed for each cell. Only cells with dist < = 1/4*rad_sphere_ were considered as stem cells and included in further analysis. Distances from the central axis, as well as mean signal intensities for each cell were min-max-normalized to compare DR5v5 and CLV3 mean signal intensities within the central stem cell domain of different meristems and different genotypes. Cells from four meristems were used for each genotype.

### In situ hybridization

In-situ hybridizations were carried out as described in ref. ^52^. Briefly, samples were fixed in PFA on ice, then transferred to a Leica Asp200 for automated tissue infiltration into Leica Histowax. Samples were sectioned at 8 µm and transferred to microscopy slides. After proteinase K digestion, samples were hybridized overnight at 55 °C with antisense RNA probes labeled with Digoxegenin (Roche) in a hybridization mix of 50% (deionized) formamide, 10% dextrane sulfate, 1× in situ Salts, 1× Denhardt’s solution, 0.5 mg/mL tRNA. After washing with 2× SCC and 0.2× SSC at 55 °C, probes were detected by incubation with anti-Digoxegenin antibody linked to Alkaline Phosphatase (Roche) for 90 min. Visualization was carried out by NBT-BCIP after washing.

### ChIP-seq and RNA-seq

All experiments were carried out on 5-day-old seedlings grown on 0.5 MS plates after 2 hours of either Dex or mock treatment in solution. Three gram of plant material was fixed in 100 mM sodium phosphate buffer, pH 7.0, 50 mM NaCl, 100 mM sucrose, and 0.33% formaldehyde for three times 10 min under vacuum. Nuclear extracts were prepared according to the INTACT protocol^53^ and chromatin sheared in a sonication water bath to average fragment sizes of 200–400 bp. Cleared nuclear extracts were split in two and incubated each with 20 μl of RFP-Trap_A (ChromoTek, rta-100) for 4 h for immunoprecipitation. MinElute Reaction Cleanup Kit columns (Qiagen) were used for purification of the DNA fragments. Enrichment of specific DNA fragments was validated by qPCR at the ARR7 promoter region^26^ by comparing immunoprecipitated DNA of WUS-GR and control samples. Libraries were generated for the *WUS-GR* and control ChIP using pooled DNA from 6 to 9 individual ChIP preparations. RNA-seq was carried out in biological triplicates. After careful benchmarking of our WUS-GR line, we find it to be the most potent and consistent tool for WUS induction to date, affording a much higher sensitivity for identifying transcriptional targets. In addition, the use of RFP-trap increased sensitivity of the ChIP assay. Consistently, we were able to identify 6740 genes whose chromatin region was bound by WUS. This compared to 136 regions we had previously identified by ChIP-chip^25^, highlighting the increase in power. Previously identified direct targets, such as *ARR7, CLV1, KAN1, KAN2 AS2*, and *YAB3* (refs. ^25–27^) were also picked up in our analysis. Because of the medium level ubiquitous expression of WUS, both RNA-seq and ChIP-seq capture the global regulatory potential of WUS. Since regulatory output of WUS is dependent on tissue context, targets identified here might not be relevant for all tissues. In addition, targets might be induced by WUS in one tissue and repressed in another, which cannot be resolved by this dataset. All genomic datasets are available under GEO accession: GSE122611.

### Bioinformatics

Bioinformatic analysis was performed based on combination of R, command line and web-based bioinformatic tools. Alignments of all NGS data were done on a local Galaxy instance (v17.09)^54^.

ChIP-seq data were mapped to TAIR10 genome by BWA aligner (v0.7.17)^55^. Identification of significant enrichment of ChIP-seq reads was performed using hiddenDomains (v3.0)^56^ with the following window sizes: 100 bp for identification of WUS transcription factor binding sites and 500 bp for identification of histone modification marks. For further analysis, only peaks with posterior probability higher than 0.9 were used. All intervals which showed significant changes were transformed to GRanges^57^ and reduced by merging overlapping or adjacent regions. Identified intervals showing changes in acetylation or methylation were removed from the dataset, if increase and decrease of the respective histone modification was found to be closer than 73 bp. Obtained intervals were transformed to BED files and annotated to TAIR10 genome using web-application PAVIS^58^, using 2500 bp as upstream and 1000 bp as downstream regions.

Alignment of RNA-seq reads to TAIR10 genome by HISAT2 (v2.1.0)^59^ and extraction of count matrices by featureCounts (v1.6.3)^60^ were done on a local Galaxy instance. R bioconductor package DESeq2 (1.20.0)^61^ was used for data analysis. One factor model was used for identification of genes transcriptionally regulated by WUS (design = ~Genotype), to obtain list of genes with interplay between genotype (WUS, WT) and treatment effect (TSA, Mock), a two-factor model with interaction term was used (design = ~Genotype + Treatment + Genotype:Treatment). Gene ontology analysis for genes responsive to WUS was carried out using topGO R package (v2.32.0) with all genes annotated to open chromatin^28^ as background (Supplementary Table 1).

All results of NGS data analysis can be found in supplementary table.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Source Data

## Data Availability

Sequencing data is available under GEO accession GSE122611, processed data is contained in Supplementary Data 1 and 2. Quantification of all experiments is reported in the source data file. Biological resources described here are available from the corresponding author upon request.

# Supplementary material for: WUSCHEL acts as an auxin response rheostat to maintain apical stem cells in Arabidopsis
**Source:** Nat Commun. 2019 Nov 8;10:5093. doi: 10.1038/s41467-019-13074-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Processed raw data of genomic datasets

File Name: Supplementary Data 2

Description: Interactive HTML file allowing intersections of genomic datasets.

# Supplementary material for: WUSCHEL acts as an auxin response rheostat to maintain apical stem cells in Arabidopsis
**Source:** Nat Commun. 2019 Nov 8;10:5093. doi: 10.1038/s41467-019-13074-9
**Supplement:** Supplementary file 5 — Supplementary Data 2

Interactive tool for exploring genomic data from WUSCHEL acts as a rheostat on the auxin pathway to maintain apical stem cells in Arabidopsis

# Interactive tool for exploring genomic data from “WUSCHEL acts as a rheostat on the auxin pathway to maintain apical stem cells in Arabidopsis”

#### *Olga Ermakova*

- Description
- Venn WUS binding and Acetylation
  - Table with genes
  - Venn Plot
- Venn WUS binding and Methylation
  - Table with genes
  - Venn Plot
- Venn WUS binding, transcriptional response
  - Table with genes
  - Venn Plot
- Venn WUS binding, transcriptional response, Deacetylation
  - Table with genes
  - Venn Plot
- Venn WUS binding, transcriptional response, genes repressed by WUS and derepressed by TSA
  - Table with genes
  - Venn Plot
- Venn WUS binding, genes repressed by WUS, genes derepressed by TSA and response to auxin
  - Table with genes
  - Venn Plot
- Session Info

# Description

Information is presented in the form of Venn diagrams and interactive tables. To get list of genes from specific subset of Venn diagram, you can use “set” filter in table. Overlaping subsets are separated by underscore (e.g. keyword “Acetylation\_Deacetylation” represents the genes having both Acetylation and Deacetylation marks). You can select multiple keywords to combine subsets. Using column “link” you will be redirected to the site of the corresponding gene at Arabidopsis.org. After filtering or selection you can use “Copy” or “Download” buttons to get the table.

# Venn WUS binding and Acetylation

Venn diagram for genes bound by WUSCHEL and having acetylation changes

## Table with genes

## Venn Plot

# Venn WUS binding and Methylation

Venn diagram for genes bound by WUSCHEL and having methylation changes

## Table with genes

## Venn Plot

# Venn WUS binding, transcriptional response

Venn plot for genes deregulated by WUSCHEL

## Table with genes

## Venn Plot

# Venn WUS binding, transcriptional response, Deacetylation

Venn plot for genes deregulated by WUSCHEL having deacetylation marks.

## Table with genes

## Venn Plot

# Venn WUS binding, transcriptional response, genes repressed by WUS and derepressed by TSA

Venn plot for genes having WUSCHEL binding site, deregulated by WUSCHEL, and set of genes derepressed by TSA.

## Table with genes

## Venn Plot

# Venn WUS binding, genes repressed by WUS, genes derepressed by TSA and response to auxin

Venn plot for genes having WUSCHEL binding site, repressed by WUSCHEL, genes derepressed by TSA and genes annotated to GO group “response to auxin”.

## Table with genes

## Venn Plot

# Session Info

```
## R version 3.5.0 (2018-04-23)
## Platform: x86_64-apple-darwin15.6.0 (64-bit)
## Running under: macOS  10.14.4
## 
## Matrix products: default
## BLAS: /Library/Frameworks/R.framework/Versions/3.5/Resources/lib/libRblas.0.dylib
## LAPACK: /Library/Frameworks/R.framework/Versions/3.5/Resources/lib/libRlapack.dylib
## 
## locale:
## [1] en_US.UTF-8/en_US.UTF-8/en_US.UTF-8/C/en_US.UTF-8/en_US.UTF-8
## 
## attached base packages:
## [1] stats4    parallel  stats     graphics  grDevices utils     datasets 
## [8] methods   base     
## 
## other attached packages:
##  [1] org.At.tair.db_3.6.0        AnnotationDbi_1.42.1       
##  [3] systemPipeR_1.14.0          ShortRead_1.38.0           
##  [5] GenomicAlignments_1.16.0    SummarizedExperiment_1.10.1
##  [7] DelayedArray_0.6.5          matrixStats_0.54.0         
##  [9] Biobase_2.40.0              BiocParallel_1.14.2        
## [11] Rsamtools_1.32.3            Biostrings_2.48.0          
## [13] XVector_0.20.0              GenomicRanges_1.32.6       
## [15] GenomeInfoDb_1.16.0         IRanges_2.14.11            
## [17] S4Vectors_0.18.3            BiocGenerics_0.26.0        
## [19] DT_0.4                      limma_3.36.3               
## 
## loaded via a namespace (and not attached):
##  [1] Category_2.46.0        bitops_1.0-6           bit64_0.9-7           
##  [4] RColorBrewer_1.1-2     progress_1.2.0         httr_1.3.1            
##  [7] rprojroot_1.3-2        Rgraphviz_2.24.0       tools_3.5.0           
## [10] backports_1.1.3        R6_2.4.0               DBI_1.0.0             
## [13] lazyeval_0.2.1         colorspace_1.3-2       tidyselect_0.2.5      
## [16] prettyunits_1.0.2      bit_1.1-14             compiler_3.5.0        
## [19] sendmailR_1.2-1        graph_1.58.0           rtracklayer_1.40.5    
## [22] scales_1.0.0           checkmate_1.8.5        BatchJobs_1.7         
## [25] genefilter_1.62.0      RBGL_1.56.0            stringr_1.4.0         
## [28] digest_0.6.18          rmarkdown_1.10         AnnotationForge_1.22.2
## [31] base64enc_0.1-3        pkgconfig_2.0.2        htmltools_0.3.6       
## [34] htmlwidgets_1.2        rlang_0.3.1            RSQLite_2.1.1         
## [37] shiny_1.1.0            BBmisc_1.11            GOstats_2.46.0        
## [40] jsonlite_1.5           hwriter_1.3.2          crosstalk_1.0.0       
## [43] dplyr_0.8.0.1          RCurl_1.95-4.11        magrittr_1.5          
## [46] GO.db_3.6.0            GenomeInfoDbData_1.1.0 Matrix_1.2-14         
## [49] Rcpp_1.0.0             munsell_0.5.0          stringi_1.3.1         
## [52] yaml_2.2.0             edgeR_3.22.3           zlibbioc_1.26.0       
## [55] plyr_1.8.4             grid_3.5.0             blob_1.1.1            
## [58] promises_1.0.1         crayon_1.3.4           lattice_0.20-35       
## [61] splines_3.5.0          GenomicFeatures_1.32.2 annotate_1.58.0       
## [64] hms_0.4.2              locfit_1.5-9.1         knitr_1.20            
## [67] pillar_1.3.1           rjson_0.2.20           biomaRt_2.36.1        
## [70] XML_3.98-1.16          glue_1.3.0             evaluate_0.11         
## [73] latticeExtra_0.6-28    data.table_1.11.4      httpuv_1.4.5          
## [76] gtable_0.2.0           purrr_0.3.0            assertthat_0.2.0      
## [79] ggplot2_3.1.0          mime_0.5               xtable_1.8-2          
## [82] later_0.7.3            survival_2.42-6        tibble_2.0.1          
## [85] pheatmap_1.0.10        memoise_1.1.0          brew_1.0-6            
## [88] GSEABase_1.42.0
```

How the deposited data were processed for this re-analysis (not part of the article)

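Whole seedlings of wild-type Col-0 and of the *pUBQ10:mCherry-GR-linker-WUS* line (WUS-GR) were treated, 5 days after germination, for 2 h with DEX alone or with DEX and 1 µM TSA, an inhibitor of histone deacetylases. RNA was sequenced from 3 biological replicates of each of the 4 conditions, which gives 12 libraries. The paper's methods state 10 µM DEX and the sample labels 25 µM. Genotype, treatment and replicate were taken from the sample labels and checked against the paper's methods and the models it fitted. The values are raw counts per gene: the authors aligned the reads to the TAIR10 genome with HISAT2 and counted them with featureCounts before they deposited the counts, one column per library, without normalization. The annotation release, the strand setting and the handling of reads that map to several places are not stated in the paper's text. Counts of overlapping genes and of close paralogs are therefore uncertain. All columns of the table belong to a mapped sample, and 0 columns of per-sample values were left unused.

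The table held 34262 genes, of which 10146 had 0 counts in all libraries. Of its identifiers, 32548 (95.0%) matched a locus tag of the TAIR10.1 reference annotation, from which gene symbols, positions, exonic lengths and GC content were taken. The unmatched identifiers held 0.546% of all counts and stayed in the library totals and tests under their own identifiers. Total counts ran from 14810658 to 21578662 per library. Replicates of a condition differed by more than sampling noise, with a chi-square per degree of freedom of 7.40 to 17.1 and a Pearson correlation of log2 CPM of 0.983 to 0.991, so no library was counted as a copy of another. At this depth a gene with 3 or fewer counts in each library of a group was treated as not detectable there, and a fold change against such a group is given as a bound. An interaction that involves such a group is given as its fitted value, with the counts, and is no measure of size. Intervals and bounds cover counting error only.

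Tests of genes used edgeR 4.0.16 with TMM normalization, filterByExpr with its minimum count of 10, and the quasi-likelihood F-test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. WUS-GR was compared with Col-0 without TSA and with TSA, and TSA-treated with untreated seedlings in Col-0, each in a fit of the 6 libraries concerned. The interaction of genotype and TSA came from a fit of all 12 libraries. The paper used DESeq2, with genotype as the only factor for WUS-regulated genes and with a model of genotype, treatment and their interaction, and its text names no threshold. Shares of responsive genes in gene lists were tested one-sided with Fisher's exact test against the other genes tested, and the direction of lists with camera at a preset correlation of 0.01 and with fry in limma 3.58.1. The principal component analysis used rlog values from DESeq2 1.42.0 and the 500 most variable genes. The reduction of genotype separation by TSA is 100 times 1 minus the ratio of the distances between genotype means with and without TSA, along the component that separates the genotypes. R 4.3.3 and Python 3.11.15 were used.

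The gene lists were auxin transport, auxin perception, *AUX/IAA* and *ARF* genes, these 4 together, *SAUR* and *GH3* genes, type-A *ARR* genes and the genes of Table 1. Members were matched by symbol or synonym in the annotation. The genes named in the text were set by a rule fixed before the data were examined: each gene of Table 1, *WUS*, *CLV3* and the known targets *ARR7*, *CLV1*, *KAN1*, *KAN2*, *AS2* and *YAB3*, the largest rise and fall in each auxin list, and the 3 largest rises and 3 largest falls among genes past the threshold with a mean log2 CPM over 1, for the WUS effect without TSA and for the interaction. *CLV3* had between 0 and 4 counts in each library and was not tested. Clock genes, named only as counts, were taken from a list of 4 morning and 5 evening genes.

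The procedures were tested on counts simulated from the means and library sizes of these libraries with a known set of changed genes. The test between 2 groups called 90.0% of 190 changed genes, with 10.0% of its calls on unchanged genes, and the interaction test called 77.8% of 198, with 6.10% of its calls on unchanged genes. DESeq2 called 83.0% of 200 changed genes, with 12.2% of its calls on unchanged genes. The measure of genotype separation gave 49.8% where the simulated effect had been halved.

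The alternatives were DESeq2's size factors or library totals alone in place of TMM, no filter or a minimum of 10 counts in every library, the replicate number as a block, DESeq2's Wald test, a single fit of all 12 libraries, adjusted p thresholds of 0.1 and 0.01, a change of at least 2-fold, other transforms, gene numbers and distances for the principal component analysis, other tests of the lists, and leaving out each library in turn. A correction of each library for GC content and gene length, the removal of the 100 most abundant genes and the Euclidean distance over all genes with at least 10 counts in every library were added after the data had been seen. The same holds for the count of genes with opposite WUS effects, the summed squared effects and the results on plastid and mitochondrial genes. Whether replicates with the same number were processed together was checked from the correlation of their deviations from the group means, which showed no pairing. Left out were the binding, acetylation and methylation data and the list of targets derived from them. The copy of that list held here contains only part of its genes, so no overlap with it was computed. The in situ and reporter experiments have no counts and were not analysed here.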

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

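The tests on exchanged TSA labels and on carry-over of RNA without poly(A) tails were chosen after the results they bear on had been seen. So were those on scaling as a cause of the interactions and of opposite WUS effects. The count of genes with opposite WUS effects was itself defined after the data had been seen.

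The effect of WUS differed between seedlings without and with TSA for 5560 of 17915 genes, by the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 100 of the 200 possible assignments of the TSA label within each genotype, 5, the real one included, gave as many genes. This count cannot decide whether a chance assignment gives as many, because the 4 others are not free of a TSA effect. They belong to 10 drawn assignments that keep the treated and the untreated WUS-GR libraries together. There the effect of TSA itself enters the interaction. The 89 drawn assignments that mix these libraries gave at most 1631 genes. Whether a gene counts as differing also depends on the scaling: with library totals alone there were 7310 such genes, of which 3953 were among the 5560. A wrong scaling shifts all interactions together, so for genes with equal WUS effects it gives calls in the same direction only. With TMM 3176 interactions were above 0 and 2384 below, with DESeq2's size factors 3130 and 2429, and with library totals alone 1569 and 5741. This argues against scaling as the whole cause, while how many genes it accounts for stays open. A biological difference, that TSA changes how seedlings respond to WUS, stays open as a hypothesis beside these points.

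For 567 genes the WUS effect was past the threshold both without and with TSA and had opposite directions, 343 of them lower without TSA and higher with it, and 224 the other way. In counts simulated with the same WUS effects in both treatments, at most 6 genes did so in any of 20 draws for each of 2 sets of effects. Assigning the genotype label at random within each treatment gave as many opposite genes in 2 of 100 assignments, the real one included. This count cannot decide whether a chance assignment gives as many. All other splits of the libraries of a treatment gave 0 responsive genes, and so no opposite ones. The second assignment is the real one with the genotype labels exchanged in 1 treatment. A wrong scaling shifts the WUS effects of a treatment together, so for genes with equal effects it gives opposite calls in 1 direction only. Under each of 3 scalings both directions held at least 121 genes, which argues against scaling as the whole cause. How many genes it accounts for stays open: with library totals alone there were 805 opposite genes, 121 lower without TSA and higher with it and 684 the other way, and 345 of the 567 were among them. The number stayed far above the simulated one after correction for GC content and gene length (628, with 444 of the 567 among them) and without the 100 most abundant genes (556, with 551 of the 567 among them), which argues against each of these as the whole cause. TSA labels exchanged in one genotype would make the TSA effects in Col-0 and WUS-GR oppose each other, but these effects, which share no library, had a Pearson correlation of 0.794 across genes. Reads shared between overlapping genes were not tested. Sequencing batches are not given in the labels. That WUS acts on part of these genes differently when deacetylases are inhibited stays open as a hypothesis beside these points, and no separate test of it was made.

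Among the auxin genes named by the rule set beforehand, the difference between the treatments, given as the interaction on the log2 scale with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was positive for *IAA10* (2.58), *PIN3* (2.29), *ARF8* (0.74) and *TIR1* (0.63), and negative for *MP* (-1.70), *IAA3* (-1.12), *ARF9* (-0.73), *IAA8* (-0.51) and *AFB3* (-0.30). Further values among genes of Table 1 and known targets were 2.63 for *LBD38*, 1.30 for *TMO3*, 1.12 for *KAN2*, 1.05 for *CLV1* and 0.94 for AT3G11280. *BRU6* had -3.07. AT4G34800 had a fitted value of 6.44, which is no measure of size, as it had 0 counts in each WUS-GR library without TSA and at most 2 counts in each library with TSA. It ranged from 3.53 to 7.29 when single libraries were left out, and was not past the threshold in at least 1 of these fits. The same holds for the call of *AFB3* (highest adjusted p = 0.102 from the same edgeR test). *IAA3*, *IAA10* and *AFB3* overlap genes on the opposite strand. A scaling difference between the TSA-treated genotypes may account for part of the smaller interactions: with library totals alone, that of *TIR1* was 0.30 and no longer past the threshold (adjusted p = 0.079 from the same edgeR test). That of *MP* was past the threshold in each setting that was run, leaving out single libraries included, where it ranged from -1.89 to -1.52. Library totals alone gave *MP* an interaction of -2.03 and the correction for GC content and length -1.70, which argues against these as the whole cause for *MP*. Other technical explanations were not tested for single genes, and a biological response to TSA stays open for each of them.

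Among genes past the threshold with a mean log2 CPM over 1, the largest fitted interactions were those of *GPT2* (6.10), AT5G56960 (5.56) and *BBX14* (3.86) upward and of *MSRB7* (-5.21), AT3G22410 (-4.20) and AT4G16563 (-3.39) downward, and among genes with the largest WUS effects without TSA they were 1.93 for AT1G27020 and -2.45 for *PUB18*. The fitted values of AT5G56960, *MSRB7* and *PUB18* are no measure of size, as each rests on a group with almost no counts. AT5G56960 had 0 counts in each Col-0 library and at most 3 in each WUS-GR library with TSA, and *MSRB7* at most 2 in each WUS-GR library with TSA. Both were not past the threshold in 5 of the 12 fits that each left out 1 library, where AT5G56960 ranged from 4.35 to 6.01 and *MSRB7* from -7.13 to -4.67. *MSRB7* also varied from 6 to 178 counts between Col-0 libraries without TSA. *PUB18* had at most 3 counts in each Col-0 library without TSA. Low counts are therefore a candidate explanation for the size of these 3 values. *GPT2* ranged from 5.94 to 6.27 and *BBX14* from 3.65 to 4.37 in the same fits, and neither lost its call.

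*WUS* transcripts had an interaction of 0.72 (standard error 0.18): TMM-normalized levels in WUS-GR were 5088 ± 167 CPM without and 7920 ± 306 CPM with TSA (SD, n = 3 each). As a share of all counts, without TMM, *WUS* made up 0.569% ± 0.0224 without and 0.670% ± 0.0264 with TSA (SD, n = 3 each), so part of the difference comes with the scaling. The amount of WUS protein was not measured in these data, and a higher transgene level in TSA is thus not held constant in the comparison of WUS effects. No further test of this was made.

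Plastid-encoded transcripts, which the paper does not discuss, were higher in WUS-GR. Without TSA, 89 of 97 tested plastid genes were past the threshold and higher, with a median log2 fold change of 3.24 over the tested genes, and 0 were lower (0 also at an unadjusted p under 0.05). With TSA the numbers were 87 of 96, with a median of 2.78, and again 0 lower at either limit. Plastid genes made up 0.114% ± 0.0350 of all counts in Col-0 and 0.747% ± 0.516 in WUS-GR without TSA, and 0.156% ± 0.0138 and 0.669% ± 0.396 with TSA (SD, n = 3 each). The joint rise of nearly all tested plastid genes, and its wide spread between WUS-GR replicates, is what carry-over of plastid RNA through poly(A) selection would give. RNA without poly(A) tails in general does not appear to be carried over, since the median log2 fold change of the 23 tested mitochondrial genes was 0.33, with 7 higher and 3 lower. A change in plastid transcripts or in their polyadenylation in WUS-GR seedlings may give the same pattern, and these libraries hold no values that separate it from carry-over. Plastid genes held at most 1.32% of the counts of any WUS-GR library without TSA.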

How the results depend on the processing

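The log2 fold changes of the single genes compared kept their direction under the alternatives, apart from that of *YAB3*, which went from -0.029 to 0.028 with library totals alone and 0.046 without the first Col-0 replicate (range over the 6 fits that each left out 1 library -0.14 to 0.046), and was not past the threshold in any setting that was run. The cause was not tested. The GC and length correction and the removal of abundant genes were added after the data had been seen.

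A requirement of at least 2-fold change lowers counts by its construction: 3679 responsive and 1911 repressed genes without TSA, 2910 responsive genes with TSA, 4813 TSA-responsive genes in Col-0, 2030 interaction genes and 15 auxin pathway genes. The threshold does the same for the interaction (3345 genes at an adjusted p under 0.01) and for genes with opposite WUS effects (224 at 0.01 and 879 at 0.1). With every other setting these counts stayed within 1.5 times those reported. Leaving out 1 library at a time gave 8617 to 9680 responsive and 4303 to 4851 repressed genes without TSA, 7892 to 8906 responsive genes with TSA, 9829 to 10752 TSA-responsive genes in Col-0, 4525 to 5383 interaction genes, 407 to 571 genes with opposite effects and 35 to 38 auxin pathway genes. With DESeq2 there were 9254 responsive genes without TSA, of which 8945 were among the 10002.

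The scaling decides the balance of directions with TSA. Library totals alone shifted the median log2 fold change of all genes with TSA to -0.24, gave 2774 higher and 7024 lower genes (71.7% lower, against 50.8% with TMM), and turned the interaction from 42.9% to 78.5% lower.

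The share of repressed genes not past the threshold for repression with TSA, 42.2%, was 24.8% with library totals alone, 45.5% with DESeq2, 40.0% and 46.2% at adjusted p thresholds of 0.1 and 0.01, 54.9% with at least 2-fold changes in both fits, 39.0% with an unadjusted p in the fit with TSA, and 28.5% for genes at least 2-fold repressed without TSA. It ranged from 39.9% to 47.5% over the 12 fits that each left out 1 library. Fewer libraries on one side lower the calls on that side, which by construction moves this share. Beyond these changes of threshold and library number, the cause was not tested.

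The reduction of genotype separation, 18.0%, became 32.8% with squared distances, which follows from squaring, and lay between 14.4% and 21.8% with the other transforms, gene numbers and distances, the lowest with the Euclidean distance over all genes with at least 10 counts in every library, which changes both the genes and the distance and was added after the data had been seen. It ranged from 12.2% to 28.7% when single libraries were left out. The reduction of summed squared effects, 24.4%, was 17.4% with library totals alone, 7.03% without a filter, 30.1% with at least 10 counts in every library, 12.9% with DESeq2 and 20.3% in a single fit of all 12 libraries, and ranged from 18.3% to 29.7% when single libraries were left out. The cause was not tested.

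Overrepresentation of responsive genes in the auxin pathway (one-sided exact p = 0.0404) was not under 0.05 with DESeq2's size factors (0.0706), at least 10 counts in every library (0.0804), the GC and length correction (0.159), an adjusted p threshold of 0.1 (0.149) or at least 2-fold changes (0.158), and ranged from 0.00823 to 0.0524 over the 6 fits that each left out 1 library, the highest without the first Col-0 replicate. The lowest value was 4.40e-04 with DESeq2, whose unfiltered background held any gene with a count, so that it is not comparable with 0.0404. The cause of the other shifts was not tested. The set test of the pathway was not under 0.05 in any setting (0.0602 to 0.592, and 0.116 to 0.376 with single libraries left out).

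The replicate numbers of the labels show no pairing, with correlations of same-numbered libraries between -0.267 and 0.119. As a replicate block they gave 9155 responsive genes without and 9551 with TSA, 5721 interaction genes and a share of 39.0% of repressed genes not past the threshold for repression with TSA.

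Of 35 results for single genes, 8 changed in at least 1 of the settings: 16 values fell short of the threshold they had passed, 4 passed it and 2 changed direction, out of 556 values. Depth limits the genes with few counts: *TMO7*, *LBD42*, *LBD29* and *CLV3* could not be tested, nor could *AS2* without TSA.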

Differences from the paper's values

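The paper states that TSA suppressed roughly 40% of the gene expression variance caused by WUS activation, and the legend of Fig. 6c gives almost 50%. The distance between the genotypes along the first component fell by 18.0% ± 13.8 with TSA. A distance is not a variance, and the squared distance, which is on the scale of a variance, fell by 32.8% ± 22.7. The paper's text does not say how its percentage was computed. Against the 40% of the text, the alternatives set before the data were examined that came within 1.5 times were the squared distance (32.8%) and the fit without the second WUS-GR replicate in DEX and TSA (28.7%). vst values, log2 CPM, 2000 genes, all genes with at least 10 counts, the Euclidean distance and the other 11 fits that each left out 1 library did not. Against the 50% of the legend, none of the alternatives came within 1.5 times, and the squared distance (32.8% ± 22.7) differed by less than its SD.

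For WUS-responsive genes, the paper shows about 6500 in Fig. 5a, read by eye, and 10002 genes were responsive without TSA. The alternatives set before the data were examined that came within 1.5 times were a minimum of 10 counts in every library (9218), the replicate block (9155), DESeq2's Wald test (9254), an adjusted p threshold of 0.01 (7598) and the fits that each left out 1 of the 6 libraries (8617 to 9680). DESeq2's size factors, library totals alone, no filter, all 12 libraries in one fit, an adjusted p threshold of 0.1 and a change of at least 2-fold did not.

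In Fig. 6c the paper places TSA on the first and the genotypes on the second component. Here the genotypes were separated on the first component (49.7% of the variance) and TSA on the second (42.8%).

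Table 1 of the paper marks *IAA9* and *TMO3* as responsive to WUS, and neither was past the threshold (adjusted p = 0.144 and 0.0919 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Settings in which they were are library totals alone for *IAA9* (0.0412), the correction for GC content and length for *IAA9* (0.0416), which was chosen after seeing the values, and for *TMO3* the single fit of all 12 libraries (0.0378) and the fit without the third Col-0 replicate (0.00344). The table marks *BDL* and AT5G58900 as not responsive, and both were lower in WUS-GR, with log2 fold changes of -0.56 and -0.72. *BDL* was not past the threshold in 4 of the fits that left out 1 library. The other 10 genes that the paper marks as responsive were past the threshold.

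*YAB3* and *AS2* are among the known targets that the paper says were found again in its datasets. In expression, *YAB3* was not past the threshold (log2 fold change -0.029) in any setting that was run, and *AS2* had too few counts for a test without TSA. With TSA, *AS2* was lower in WUS-GR, with a log2 fold change of -1.62 (standard error 0.53, adjusted p = 0.0210 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was not past the threshold in at least 1 of the fits that left out 1 library (highest adjusted p = 0.0981 from the same edgeR test). Binding was not analysed here.

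The paper states that WUS reduces transcription of most genes of auxin signaling and response. It also says that profiles from ectopic WUS could not predict the response of single targets in vivo. Its conclusion rests as well on binding, acetylation, in situ and reporter experiments, which were not analysed here. The counts that follow are from whole seedlings. Of 54 tested pathway genes, 15 were lower and 23 higher in WUS-GR without TSA, and of 25 tested *SAUR* and *GH3* genes 13 were lower and 6 higher.

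For overrepresentation in the auxin pathway, the paper counts genes that are both bound and responsive against open chromatin. With responsive genes alone, *ARF* genes had a one-sided exact p of 0.171 and *AUX/IAA* genes of 0.0114.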

Other observations

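The tests on the splits of the libraries without TSA, with TSA and in Col-0, and on losses and gains of calls, were chosen only after the results they bear on had been seen.

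Of the 10 ways to split the 6 libraries of a comparison into 3 and 3, only the real one, 1 of 10, gave as many responsive genes without TSA, and the same holds for repressed genes (1 of 10), responsive auxin pathway genes (1 of 10), responsive genes with TSA (1 of 10) and TSA-responsive genes in Col-0 (1 of 10). A share below 0.1 is out of reach with 3 libraries against 3. The other splits gave 0 genes past the threshold, with 42 to 322 genes at an unadjusted p under 0.05 without TSA, 72 to 258 with TSA and 41 to 160 for TSA in Col-0.

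A share of repressed genes will fall short of the threshold in a second experiment of the same size even where nothing has changed. In counts simulated with equal WUS effects in both treatments, between 13.4% and 19.2% of repressed genes were not called repressed in the second fit, against 42.2% observed, so limited power of 3 libraries against 3 is not the whole cause. A loss of WUS effects in one direction only is also at odds with the values: 39.2% of the genes repressed with TSA were not called repressed without it, where the simulations gave 8.64% to 15.7%. TSA would thus both remove and add repression, which is a hypothesis drawn from the same data.

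If TSA acted on repressed genes more than on induced ones, the share of genes not called again in the same direction would be higher among repressed genes. It was 44.8% among induced genes and 42.2% among repressed genes, and higher among induced genes in all 12 fits that left out 1 library as well. With DESeq2 the shares were 43.8% and 45.5%, and in the single fit of all 12 libraries 40.8% and 41.8%, so the order depends on the fit and this cannot be told apart. The simulations of equal effects gave 14.5% to 21.7% among induced genes. Library totals alone, which shift all genes downward with TSA, gave 63.7% and 24.8%.

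Different harvest times of the genotypes could add to the number of responsive genes, and could move morning and evening genes of the circadian clock in opposite directions. Without TSA, 3 of 5 evening genes were lower in WUS-GR and 1 higher, and of 4 morning genes 3 were lower too, which argues against a shift in time as the cause.

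In these whole seedlings *MP* was higher in WUS-GR than in Col-0 after 2 h of DEX (log2 fold change 0.87, standard error 0.21), and *TIR1* was lower (-0.87, standard error 0.09). The paper reports lower *MP* and *TIR1* transcript in the periphery of the shoot meristem after ectopic WUS activation, by in situ hybridization, which is another tissue and time.

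Of 10 type-A *ARR* genes, 5 had enough counts for a test without TSA. *ARR7* was lower in WUS-GR, while *ARR4* rose by a log2 fold change of 2.12 (standard error 0.13) and *ARR9*, which overlaps a gene on the opposite strand, by 2.42 (standard error 0.16). *ARR4* and *ARR9* were chosen after their values had been seen.

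Selecting genes by the size of their WUS effect changes how much TSA appears to suppress. For the 500 genes with the largest changes without TSA, the summed squared log2 fold changes were 43.4% lower with TSA. For the 500 with the largest changes with TSA they were 0.357% lower, and for the 500 most variable genes over all libraries 30.3%. The first 2 selections favor the treatment in which they are made.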
